# Histamine signaling and metabolism identify potential biomarkers and therapies for lymphangioleiomyomatosis

**DOI:** 10.15252/emmm.202113929

**Published:** 2021-08-11

**Authors:** Carmen Herranz, Francesca Mateo, Alexandra Baiges, Gorka Ruiz de Garibay, Alexandra Junza, Simon R Johnson, Suzanne Miller, Nadia García, Jordi Capellades, Antonio Gómez, August Vidal, Luis Palomero, Roderic Espín, Ana I Extremera, Eline Blommaert, Eva Revilla‐López, Berta Saez, Susana Gómez‐Ollés, Julio Ancochea, Claudia Valenzuela, Tamara Alonso, Piedad Ussetti, Rosalía Laporta, Antoni Xaubet, José A Rodríguez‐Portal, Ana Montes‐Worboys, Carlos Machahua, Jaume Bordas, Javier A Menendez, Josep M Cruzado, Roser Guiteras, Christophe Bontoux, Concettina La Motta, Aleix Noguera‐Castells, Mario Mancino, Enrique Lastra, Raúl Rigo‐Bonnin, Jose C Perales, Francesc Viñals, Alvaro Lahiguera, Xiaohu Zhang, Daniel Cuadras, Coline H M van Moorsel, Joanne J van der Vis, Marian J R Quanjel, Harilaos Filippakis, Razq Hakem, Chiara Gorrini, Marc Ferrer, Aslihan Ugun‐Klusek, Ellen Billett, Elżbieta Radzikowska, Álvaro Casanova, María Molina‐Molina, Antonio Roman, Oscar Yanes, Miquel A Pujana

**Keywords:** biomarker, histamine, lymphangioleiomyomatosis, mTOR, therapy, Cancer, Metabolism, Respiratory System

## Abstract

Inhibition of mTOR is the standard of care for lymphangioleiomyomatosis (LAM). However, this therapy has variable tolerability and some patients show progressive decline of lung function despite treatment. LAM diagnosis and monitoring can also be challenging due to the heterogeneity of symptoms and insufficiency of non‐invasive tests. Here, we propose monoamine‐derived biomarkers that provide preclinical evidence for novel therapeutic approaches. The major histamine‐derived metabolite methylimidazoleacetic acid (MIAA) is relatively more abundant in LAM plasma, and MIAA values are independent of VEGF‐D. Higher levels of histamine are associated with poorer lung function and greater disease burden. Molecular and cellular analyses, and metabolic profiling confirmed active histamine signaling and metabolism. LAM tumorigenesis is reduced using approved drugs targeting monoamine oxidases A/B (clorgyline and rasagiline) or histamine H1 receptor (loratadine), and loratadine synergizes with rapamycin. Depletion of *Maoa* or *Hrh1* expression, and administration of an L‐histidine analog, or a low L‐histidine diet, also reduce LAM tumorigenesis. These findings extend our knowledge of LAM biology and suggest possible ways of improving disease management.

**The paper explained**

**Problem**

Lymphangioleiomyomatosis (LAM) is a rare multisystem disease characterized by progressive cystic lung destruction. Rapamycin (sirolimus) is the current standard of care, but this treatment is not sufficiently tolerated in all patients and some cases experience continuous decline of lung function despite of therapy. High level of vascular endothelial growth factor D (VEGF‐D) in blood plasma supports differential LAM diagnosis and clinical monitoring, but VEGF‐D shows individual variability of unclear origin.

**Results**

Here, we identify LAM plasma biomarkers that lead to preclinical demonstration of novel therapeutic approaches for the disease. The major histamine metabolite, methylimidazoleacetic acid (MIAA), is relatively more abundant in blood plasma of LAM patients, and MIAA quantification may be combined with VEGF‐D measure to improve diagnosis. High levels of histamine in LAM plasma are associated with poorer lung function. Studies in LAM cell models depict the disease hallmarks of active histamine signaling and metabolism. In mouse studies, LAM can be inhibited using approved drugs that target the exposed histamine‐centered processes. Loratadine, a common antihistamine, is beneficial in monotherapy and may synergize with rapamycin.

**Impact**

This study provides novel insight into disease biology by depicting active histamine metabolism and signaling, which can be exploited to implement additional biomarkers and therapies. A phase II clinical trial has been initiated to assess the combination of rapamycin and loratadine.

## Introduction

Lymphangioleiomyomatosis (LAM) is a rare low‐grade neoplasm that affects almost exclusively women and is characterized by cystic lung destruction, which can lead to fatal respiratory failure in severe cases (Johnson *et al*, 2010; McCormack *et al*, 2016). Extrapulmonary manifestations of LAM include chylous abdominal ascites, lymphadenopathy, lymphangioleiomyomas and, most commonly, renal angiomyolipomas (AML) (Johnson *et al*, 2010; McCormack *et al*, 2016). Lung destruction is caused by abnormal proliferation of smooth muscle‐like and epithelioid diseased cells with predicted metastatic potential (Crooks *et al*, 2004; Yu *et al*, 2009; Terasaki *et al*, 2010; Henske & McCormack, 2012; Krymskaya & McCormack, 2017). LAM can occur sporadically (S‐LAM) or in presence of tuberous sclerosis complex (TSC‐LAM), an autosomal‐dominant multisystem disorder caused by germline or mosaic loss‐of‐function mutations in the tumor suppressor genes *TSC1* and *TSC2* (Crino *et al*, 2006; Giannikou *et al*, 2016). Most LAM cases are sporadic and somatic inactivation of *TSC2* in an unknown cell type(s) is expected to be the central genetic alteration necessary for disease development (Carsillo *et al*, 2000). Germline or somatic mutations in *TSC1/TSC2* cause abnormal activation of the mechanistic target of rapamycin (mTOR) (Goncharova *et al*, 2002; Saxton & Sabatini, 2017), and this is the basis of the standard of care use of mTOR allosteric inhibitors for LAM (McCormack *et al*, 2011). Through its central role in metabolism, mTOR activity is abnormally enhanced in many cancer types, and generally linked to stem cell‐like features, which are also present in LAM cells (Krymskaya, 2008; Ruiz de Garibay *et al*, 2015; Julian *et al*, 2017; Pacheco‐Rodríguez *et al*, 2019).

The diagnosis of LAM is challenging because of the variability of its clinical symptoms and its relative similarity to other interstitial lung pathologies. Reliable diagnosis is generally achieved when patients present with defined lung cysts and other clear manifestations, particularly AML (Johnson *et al*, 2010; McCormack *et al*, 2016). In this context, the Multicenter International Lymphangioleiomyomatosis Efficacy and Safety of Sirolimus (MILES) trial (McCormack *et al*, 2011) highlighted the clinical value of measuring basal serum levels of VEGF‐D as a disease biomarker (Young *et al*, 2013). This biomarker has been clinically implemented in several centers and can circumvent the need for a lung biopsy for diagnosis in some cases. However, a relatively low VEGF‐D level does not rule out a diagnosis of LAM and, therefore, patients who do not show the most typical symptoms may still require a lung biopsy (Johnson *et al*, 2010; McCormack *et al*, 2016). In addition, basal levels of VEGF‐D may fluctuate due to unknown individual factors, and its overabundance may be primarily linked to specific pathological features, mainly lymphatic abnormalities (Taveira‐DaSilva *et al*, 2018). Therefore, complementary biomarkers may help consolidate protocols for non‐invasive disease diagnosis and monitoring, while providing further insight into LAM biology.

The MILES trial was a remarkable success in that it demonstrated that the use of rapamycin, an allosteric mTOR inhibitor also known as sirolimus, is beneficial for treating LAM (McCormack *et al*, 2011). This therapy significantly stabilizes pulmonary function and reduces AML size in most cases, establishing the current standard of care for the disease. However, this treatment does not fully eradicate LAM cells and, although mTOR inhibition has the drawback of immunosuppression, discontinuation of treatment generally leads to disease reversion (McCormack *et al*, 2011). Rapamycin has considerably improved outcomes for women with LAM; however, a significant minority of patients continues to lose lung function, albeit at a lower rate, while taking rapamycin (Young *et al*, 2013; Bee *et al*, 2015, 2018). Therefore, much effort is being directed toward identifying therapies that, as single agents or in combination with a reduced rapamycin dose, can improve disease care by providing complementary therapeutic options for some patients. Here, using a cross‐disease approach, we propose LAM plasma biomarkers that, in turn, have led to the preclinical demonstration of beneficial therapeutic approaches in monotherapy or in combination with rapamycin. The novel therapies are based on drugs approved for other human conditions. A potential biomarker derives from histamine degradation and is independent of VEGF‐D. The proposed biomarkers and therapies are connected by novel insight into active histamine metabolism and signaling in LAM.

## Results

### Inference from breast cancer metastatic profiles leads to the identification of novel LAM plasma metabolite biomarkers

Loss of *TSC2* expression and, therefore, abnormally enhanced mTOR activity, have been associated with lung‐metastatic potential in breast cancer (Jiang *et al*, 2005; Nasr *et al*, 2013; Ruiz de Garibay *et al*, 2015; Mateo *et al*, 2017). Based on this, we analyzed gene expression profiles of breast cancer in search of predictions of active LAM metabolic pathways and, as a consequence, potential plasma biomarkers (Fig 1A). Identification of LAM biomarkers could uncover therapeutic opportunities for managing the disease (Fig 1A). By analyzing a gene expression dataset of breast tumors that metastasize to the lung (Minn *et al*, 2005), we identified genes negatively correlated with *TSC2* (Pearson’s correlation coefficient (PCC) < 0, and one‐sided *P* < 0.05). Among these genes, those coding for enzymes were selected (*n* = 30; Appendix Table S1A). Examination of this gene set predicted several active metabolic pathways, some of which, such as the mitochondrial β‐oxidation and pentose phosphate pathways, had previously been linked to LAM biology (Fig 1B) (Düvel *et al*, 2010; Yecies & Manning, 2011; Sun *et al*, 2014; Li *et al*, 2016).

**Figure 1:**
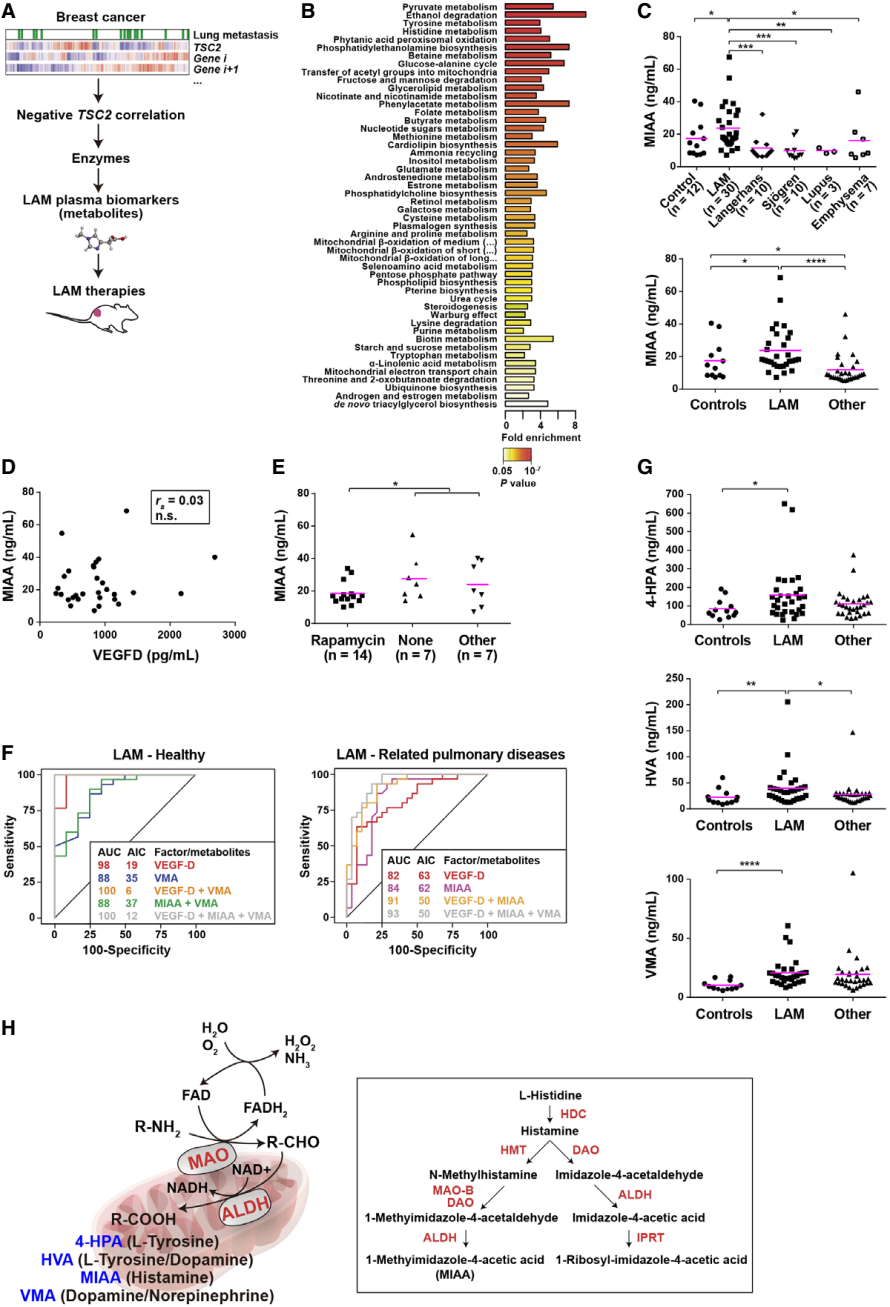
Identification of LAM plasma biomarkers Strategy for identifying metabolic plasma biomarkers and, subsequently, therapeutic opportunities for LAM based on the analysis of lung‐metastatic breast cancer gene expression data (Minn *et al*, 2005).Significantly enriched metabolic pathways among the 30 enzymes identified in the previous analysis of *TSC2* expression correlations.Overabundance of MIAA in LAM plasma. Top panel shows each control and patient group (number (*n*) of samples are indicated); bottom panel shows aggregation of related pulmonary diseases. The asterisks indicate significant differences based on two‐sided Mann–Whitney tests (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001; top panel, control‐LAM *P* = 0.048, LAM‐Langerhans *P* = 1 × 10^−4^, LAM‐Sjögren *P* = 1 × 10^−4^, LAM‐lupus *P* = 1 × 10^−3^, LAM‐emphysema *P* = 0.041; bottom panel, LAM‐Langerhans *P* = 7 × 10^−6^ and control‐other *P* = 0.031). Average values are indicated with lilac‐colored lines. Comparison of the three groups: Kruskal–Wallis test *P* = 6 × 10^−4^ (top panel) and *P* = 3 × 10^−5^ (bottom panel).Lack of correlation between MIAA and VEGF‐D plasma measures (Spearman’s *r*_s_ n.s., not significant).Overabundance of MIAA in LAM patients not treated with rapamycin relative to rapamycin‐treated (number (*n*) of samples are indicated). The asterisk indicates significant difference based on two‐sided Mann–Whitney test (*P* = 0.043). Average values are indicated with lilac‐colored lines.Receiver operating characteristic (ROC) curves and the corresponding area under the curve (AUC) and Akaike information criterion (AIC) values for the analyzed metabolites plus VEGF‐D, comparing LAM and healthy (left) or related pulmonary disease (right) plasma.Plasma levels of three other metabolic products derived from monoamine metabolism and showing significant differences from controls and/or between LAM and related pulmonary diseases (individual samples indicated in panel C). The asterisks indicate significant differences based on two‐sided Mann–Whitney tests (*P < 0.05, **P < 0.01, and ****P < 0.0001; 4‐HPA, control‐LAM *P* = 0.024 and LAM‐other *P* = 0.089; HVA, control‐LAM *P* = 0.008 and LAM‐other *P* = 0.013; and VMA, control‐LAM *P* = 1 × 10^−4^ and LAM‐other *P* = 0.10). Average values are indicated with lilac‐colored lines. Detailed results by patient group are shown in Appendix Fig S1. Comparison of the three groups: Kruskal–Wallis test; 4‐HPA *P* = 0.095; HVA *P* = 0.013; and VMA *P* = 0.005.Left panel, concise representation of the mitochondrial reactions mediated by MAOs and ALDHs from a monoamine (R‐NH_2_), to an aldehyde (R‐CHO), to the four identified metabolites (R‐COOH). The main monoamine origin of each metabolite is indicated in parentheses. Right panel, detail of the histamine metabolism pathway, with enzymes or enzymatic activities marked in red: ALDH, diamine oxidase (DAO), histidine decarboxylase (HDC), histamine N‐methyltransferase (HMT), imidazole acetic acid‐phosphoribosyl transferase (IPRT), and MAO‐B. Source data are available online for this figure.

Building on the above predictions, absolute quantification assays using liquid chromatography (LC) combined with mass spectrometry (MS; LC‐MS/MS) were performed for seven metabolites (Appendix Table S1B) in plasma samples obtained from 22 LAM patients and three healthy pre‐menopausal women. Four metabolites showed a trend toward overabundance in LAM samples (Mann–Whitney test; *P* < 0.05) and were subsequently analyzed in plasma from an additional set of 30 LAM patients (Appendix Table S2), 12 healthy age‐matched female controls, as well as samples from women with LAM‐related pulmonary diseases, the latter group comprising 10 individuals diagnosed with Langerhans cell histiocytosis, 10 with Sjögren syndrome, seven with emphysema, and three with systemic lupus erythematosus. Metabolite profiling identified a significantly greater abundance of 1‐methylimidazole‐4‐acetic acid (MIAA) in LAM plasma than in any other group (Fig 1C). The lowest 10% of MIAA measures in LAM patients were obtained from 75% of all the patients with related pulmonary diseases. The level of MIAA was not correlated with that of VEGF‐D in LAM plasma (Fig 1D), but was significantly more abundant in patients who did not receive rapamycin treatment (Fig 1E). It was not possible to evaluate the associations of metabolites with pulmonary function in this cohort. Next, stepwise modeling indicated that MIAA alone or in combination with other metabolites (subsequent section) did not improve the predictive accuracy of VEGF‐D alone in comparisons of LAM with healthy controls (Fig 1F, left panel). However, the increase in the area under the receiver operating characteristic (ROC) curve from 82% to 91% (Fig 1F, right panel) indicated that the combination of VEGF‐D and MIAA improved the accuracy in this LAM cohort compared with patients with related pulmonary diseases.

The three additional metabolites tested in the validation assays (homovanillic acid (HVA), 4‐hydroxyphenylacetic acid (4‐HPA), and 3‐methoxy‐4‐hydroxymandelic acid (VMA)) also showed significant differences among the sample groups, although to a lesser extent than that observed with MIAA. All three were more abundant in LAM than in healthy plasma, and HVA was also more abundant in LAM plasma than in related pulmonary diseases (Fig 1G and Appendix Fig S1). All identified metabolites were derived from the catabolism of monoamines mediated by monoamine oxidases A/B (MAO‐A/B) and aldehyde dehydrogenases (ALDHs) in the mitochondria (Fig 1H), which may have increased the reactive oxygen species (ROS) (Ugun‐Klusek *et al*, 2019).

### Clinical associations of plasma histamine and MIAA in an independent LAM cohort

1‐Methylimidazole‐4‐acetic acid is the major metabolite of histamine detected in body fluids. Histamine metabolism (Fig 1H) is a normal process that occurs in most tissues (Schwelberger *et al*, 2013), but is altered in a range of neoplasms, including breast cancer, where it may promote cancer progression (Garcia‐Caballero *et al*, 1994; Reynolds *et al*, 1998; Medina *et al*, 2006; von Mach‐Szczypiński *et al*, 2009; Fritz *et al*, 2020). To evaluate the potential of MIAA and of histamine as LAM biomarkers, plasma samples from 20 healthy women and 20 patients not treated with rapamycin and collected in an independent cohort (Appendix Table S3) were analyzed for both metabolites using LC‐MS/MS. MIAA was confirmed to be more abundant in LAM patients than in controls (Fig 2A). In addition, MIAA was relatively more abundant in LAM with AML (Fig 2B). Histamine levels did not differ between LAM and controls, but were significantly negatively correlated with measures of forced expiratory volume in the first second (FEV_1_) and with the diffusing capacity of the lungs for carbon monoxide (DL_CO_) in LAM (Fig 2C and D). Higher histamine levels in LAM plasma were also associated with greater disease burden scores (Fig 2E). Histamine did not reach significant correlation with VEGF‐D (Spearman’s correlation coefficient (*r*_s_) = 0.42, *P* = 0.065), but as expected, was significantly negatively correlated with MIAA (*r*_s_ = −0.47, *P* = 0.038). MIAA was not significantly correlated with FEV_1_ or DL_CO_, but the positive trends were in the expected direction: *r*_s_ = 0.28, *P* = 0.24; and *r*_s_ = 0.25, *P* = 0.30, respectively. In addition, as observed in the previous LAM cohort, MIAA was not correlated with VEGF‐D: *r*_s_ = −0.08, *P* = 0.75.

**Figure 2:**
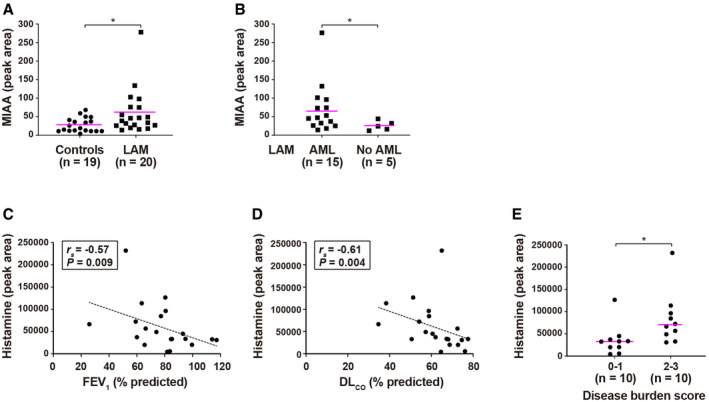
Validation of MIAA and identification of associations between histamine and LAM clinical features Overabundance of MIAA in LAM plasma (UK cohort not treated with rapamycin) relative to healthy women. The number (*n*) of individuals in each group is indicated; one of 20 healthy controls did not pass the quality controls for LC‐MS/MS. Asterisk indicates significance using two‐sided Mann–Whitney test (*P* = 0.018). Average values are indicated with lilac‐colored lines.Overabundance of MIAA in plasma of LAM patients with AMLs. Asterisk indicates significance using two‐sided Mann–Whitney test (*P* = 0.042). The number (*n*) of individuals in each group is indicated. Average values are indicated with lilac‐colored lines.Negative correlation (*r*_s_ and *P* are indicated) between histamine levels in LAM plasma and patient FEV_1_ (% predicted), at the time of blood sample collection.Similar negative correlation (*r_s_* and *P* are indicated) between histamine and DL_CO_.Overabundance of MIAA in plasma of LAM patients with higher disease burden. Asterisk indicates significance using two‐sided Mann–Whitney test (*P* = 0.015). The number (*n*) of individuals in each group is indicated. Average values are indicated with lilac‐colored lines. Source data are available online for this figure.

### Increased ALDH and MAO expression, and MAO activity in a LAM cell model

The identified monoamine‐derived metabolites may have originated from LAM lung lesions and/or the surrounding affected tissue. To assess a source from LAM cells, we first analyzed the expression of key genes and proteins. Our previous investigation showed frequent ALDH1 positivity in LAM lung lesions (Ruiz de Garibay *et al*, 2015). In the current study, we detected positivity of MAO‐A and MAO‐B in all lung lesions of seven LAM patients analyzed (Fig 3A, top panels). In lung tissue from healthy individuals, MAOs were expressed in the alveolar epithelium and the luminal layer of the bronchioles (Fig 3A, bottom panels). Co‐staining with the LAM marker α‐smooth muscle actin (αSMA) revealed co‐localization with both MAO‐A and MAO‐B positivity in LAM lesions, with MAO‐B being confined to pathological areas (Fig 3B). Control immunochemistry results of αSMA are shown in Appendix Fig S2. Analysis of gene expression data from microdissected LAM lung nodules (Pacheco‐Rodriguez *et al*, 2009) provided further evidence of overexpression of *MAOA/B*—and of other genes in the monoamine‐histamine metabolism pathway—in these lesions relative to pulmonary‐artery smooth muscle cells (Appendix Fig S3). In addition, a recent landmark study of transcriptome profiles of single cells from LAM lung tissue has defined a LAM^core^ signature that includes *MAOB* and *ALDH* genes (Guo *et al*, 2020).

**Figure 3:**
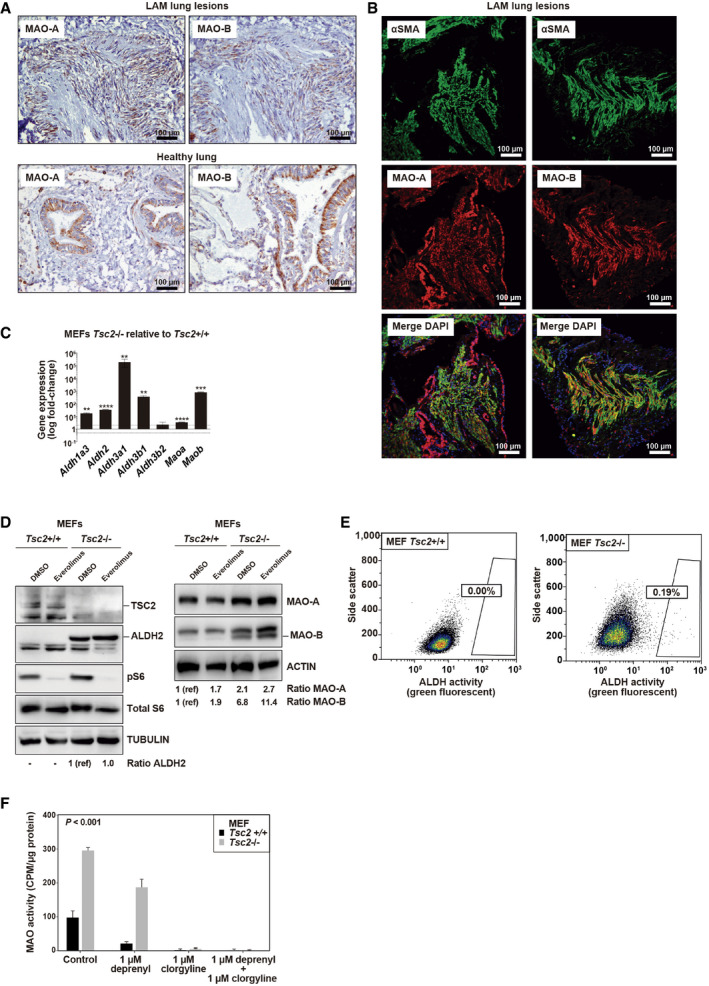
Expression and function of ALDHs and MAOs in LAM tissue and cell model Representative images of immunohistochemical positivity of MAO‐A/B in LAM lung lesions (top panels, two patients) and lung tissue from healthy (non‐LAM) individuals (bottom panels). In total, seven LAM patients and three healthy controls were analyzed. Brown‐stained cells, counter‐stained with hematoxylin, are considered positive. Scale bars are shown.Representative images of immunofluorescence detection of MAO‐A/B and αSMA in LAM lung lesions, nuclei stained with DAPI (merged).Graph showing gene expression differences (log_10_‐fold changes) of defined genes (X‐axis) in *Tsc2*‐deficient relative to wild‐type MEFs grown in DMEM 10% FBS. The asterisks indicate significant differences with two‐sided *t*‐test (**P < 0.01, ***P < 0.001, and ****P < 0.0001; *Aldh1a3 P* = 0.006, *Aldh2 P* = 2 × 10^−5^, *Aldh3a1 P* = 0.004; *Aldh3b1 P* = 0.006; *Aldh3b2*, *P* = 0.17, *Maoa P* = 7 × 10^−5^, and *Maob P* = 7 × 10^−4^; replicates/condition *n* = 3, assays *n* = 4). The bars indicate mean ± SD. Dotted horizontal lines indicate 2‐fold (top) and 0.5‐fold (bottom).Western blot results (independent experiments *n* = 4) from *Tsc2*‐deficient and wild‐type MEFs exposed to DMSO or treated with 20 nM everolimus for 16 h in DMEM 10% FBS. Loading controls are shown. The inferred protein expression level is indicated by the ratio between the corresponding signal and loading control, standardized to the basal setting (noted as 1 (reference (ref))).Flow cytometry results (independent experiments *n* = 3) showing cell percentages for ALDEFLUOR‐positive MEFs grown in DMEM 10% FBS.Quantified MAO basal activity (Y‐axis) in MEFs as depicted in the inset (grown in DMEM 10% FBS; replicates/condition *n* = 3 and independent experiments *n* = 2). The inhibitors (depicted on the X‐axis) were added to cell extracts prior to activity assay to assess the contribution of each MAO isoform. The significant difference corresponds to two‐way ANOVA test (*P* = 8 × 10^−4^). CPM: counts per minute. The bars indicate mean ± standard error of the mean (SEM). Source data are available online for this figure.

The expression of the *Aldh* and *Mao* genes and/or gene products was then evaluated in a LAM cell model and its corresponding control counterpart, i.e., *Tsc2*‐deficient or *Tsc2*‐wild‐type and *Trp53*‐deficient mouse embryonic fibroblasts (MEFs). Relatively higher levels of most *Aldh* isoforms and of *Maoa* and *Maob* were detected in *Tsc2*‐deficient MEFs (Fig 3C). Western blot assays confirmed the increase in protein expression of ALDH2 and MAO isoforms, and the levels of MAO‐B appeared to be further increased by exposure to the rapalog everolimus (Fig 3D).

*Tsc2*‐deficient MEFs cells showed a slight, but consistent emergence of ALDH‐positive cells as measured by ALDEFLUOR‐based assays: mean *Tsc2* wild‐type percentage = 0.02 (standard deviation (SD) = 0.03); mean *Tsc2*‐deficient percentage = 0.31 (SD = 0.19) (Fig 3E). Notably, an independent study showed that circulating human LAM cell populations have comparatively higher ALDH activity (Pacheco‐Rodríguez *et al*, 2019). Subsequently, *in vitro* enzymatic activity assays revealed greater basal MAO activity in *Tsc2*‐deficient MEFs than in control counterparts (Fig 3F). Cells exposed to 1 μM clorgyline (approved MAO‐A inhibitor) for 48 h showed a reduction of this activity to zero; separately, exposure to 1 μM deprenyl (approved MAO‐B inhibitor) for the same period reduced activity by approximately 35% (Fig 3F). Therefore, these effects appeared to be consistent with the basal protein expression of the enzymes (Fig 3D), suggesting that both isoforms are active in *Tsc2*‐deficient cells. However, while the 1‐μM drug concentrations used in these assays were based on previous evidence from cells and tissue and were used with the intention of achieving complete enzymatic inhibition (Ugun‐Klusek *et al*, 2019), we could not rule out the possibility that MAO cross‐inhibition had occurred in the assays. Collectively, the expression and function of ALDH and MAO appear to be stronger in LAM‐related cells, and such overactivation may account for the enhanced detection of monoamine‐derived metabolites in the plasma of LAM patients.

### Molecular features associated with increased monoamine metabolism

Alteration or modification of mitochondrial biology has been recognized in *Tsc1/Tsc2*‐deficient cells (Goto *et al*, 2011; Ebrahimi‐Fakhari *et al*, 2016; Obraztsova *et al*, 2020; Condon *et al*, 2021). Although the differences observed between *Tsc2*‐deficient and wild‐type MEFs might be due to altered mitochondrial content, analyses of *Vdac1*, which codes for the most abundant protein in the mitochondrial outer membrane, failed to reveal expression differences between the two MEF lines (Fig 4A). Nevertheless, differences in mitochondrial morphology and homeostasis may still be present (Ebrahimi‐Fakhari *et al*, 2016; Abdelwahab *et al*, 2018). Next, since the greater activity of ALDH and MAO may be linked to higher levels of mitochondrial ROS, these species were measured using MitoSOX red‐based assays. The ROS signal of the *Tsc2*‐deficient MEFs was more positive and intense than that of the wild‐type counterpart (Fig 4B). The mitochondrial membrane potential of the *Tsc2*‐deficient cells, as measured by MitoTracker red‐based assays, was also higher (Fig 4C). Likewise, these MEFs exhibited higher values of total basal respiration (Fig 4D). These findings are consistent with those of pivotal studies demonstrating high levels of ROS in *TSC2/Tsc2*‐deficient cells and, consequently, greater sensitivity to enhanced oxidative stress (Finlay *et al*, 2005; Medvetz *et al*, 2015; Filipczak *et al*, 2016; Li *et al*, 2016; Lam *et al*, 2017).

**Figure 4:**
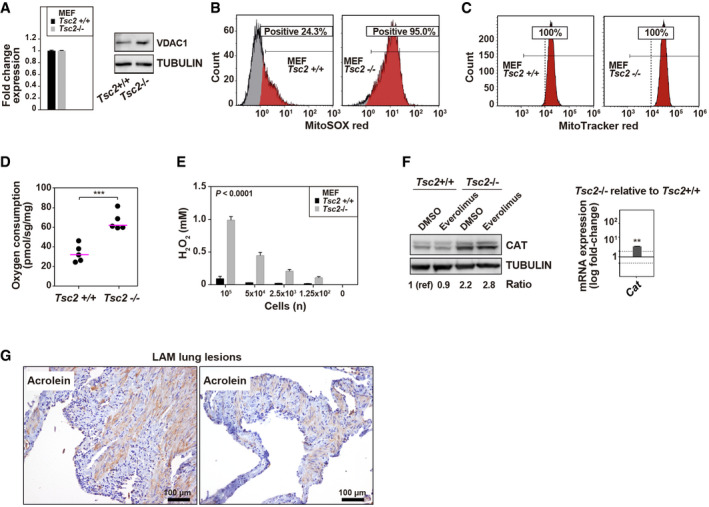
Enhanced mitochondrial activity and H_2_O_2_ in the LAM cell model and consequences for LAM lesions No differences of *Vdac1*/VDAC1 expression between MEF cell lines (replicates/condition *n* = 3 and independent experiments *n* = 2). The graph shows fold change expression (mean ± SEM) in *Tsc2*‐deficient relative to wild‐type MEFs.Flow cytometry results (independent experiments *n* = 3) showing a higher percentage of MitoSOX red‐positive cells in *Tsc2*‐deficient MEFs.Flow cytometry results (independent experiments *n* = 3) showing higher intensity (X‐axis, single channel intensity FL3 670 nm) of MitoTracker red‐positive cells in *Tsc2*‐deficient MEFs.Higher basal cell respiration (as measured by oxygen consumption, Y‐axis) in *Tsc2*‐deficient MEFs. The asterisks indicate significant difference with two‐sided *t*‐test (*P* = 5 × 10^−4^; replicates/condition *n* = 5, and independent experiments *n* = 3).Higher hydroxide peroxide levels in *Tsc2*‐deficient MEFs across different numbers of seeded cells (X‐axis). Significance corresponds to two‐way ANOVA test (*P* = 1 × 10^−4^; replicates/condition *n* = 2, independent experiments *n* = 2). The bars indicate mean ± SD.Left panel, Western blot results showing overexpression of catalase (CAT) in *Tsc2*‐deficient MEFs, and unaffected by exposure to everolimus (independent experiments *n* = 2). The CAT expression level is indicated by the ratio of the corresponding signal relative to loading control and basal setting (noted as 1(ref)). Right panel, *Cat* overexpression (log_10_‐fold change) in *Tsc2*‐deficient MEFs. The asterisks indicate significant difference with two‐sided *t*‐test (*P* = 1 × 10^−2^; replicates/condition *n* = 3, and independent experiments *n* = 2). The bars indicate mean ± SD. Dotted horizontal lines indicate 2‐fold (top) and 0.5‐fold (bottom).Representative images of immunohistochemical detection of acrolein in LAM lung lesions. Seven LAM patients were analyzed, and assay controls are shown in Appendix Fig S2. Source data are available online for this figure.

Since the MAO enzymes specifically produce hydrogen peroxide by oxidation of monoamines, this ROS form was subsequently measured in MEF cultures. The *Tsc2*‐deficient cells showed significantly higher levels of hydrogen peroxide than did their wild‐type counterparts (Fig 4E). This compound is decomposed into water and oxygen by the action of various enzymes, of which catalase is particularly important, and this protein was also overexpressed in *Tsc2*‐deficient MEFs (Fig 4F). Consistent with high levels of ROS, all analyzed LAM lung tissue (7/7 patients) were found to be positive for acrolein, an aldehyde that is generated endogenously through oxidation reactions (Fig 4G and Appendix Fig S2).

### Histamine metabolism and HRH1 signaling in LAM

While the metabolism of several monoamines appears to be enhanced in LAM, the detection of MIAA could indicate a major role for histamine. To evaluate this, we used LC‐MS/MS to assay the levels of MIAA and histamine in *Tsc2*‐deficient MEFs and their control counterparts. The results of five replicates of cell cultures in complete media (10% fetal bovine serum (FBS)) showed significantly lower content of histamine in *Tsc2*‐deficient MEFs (Fig 5A). Of note, global metabolic profiling also identified lower levels of histamine in *Tsc2*‐deficient MEFs (Düvel *et al*, 2010).

**Figure 5:**
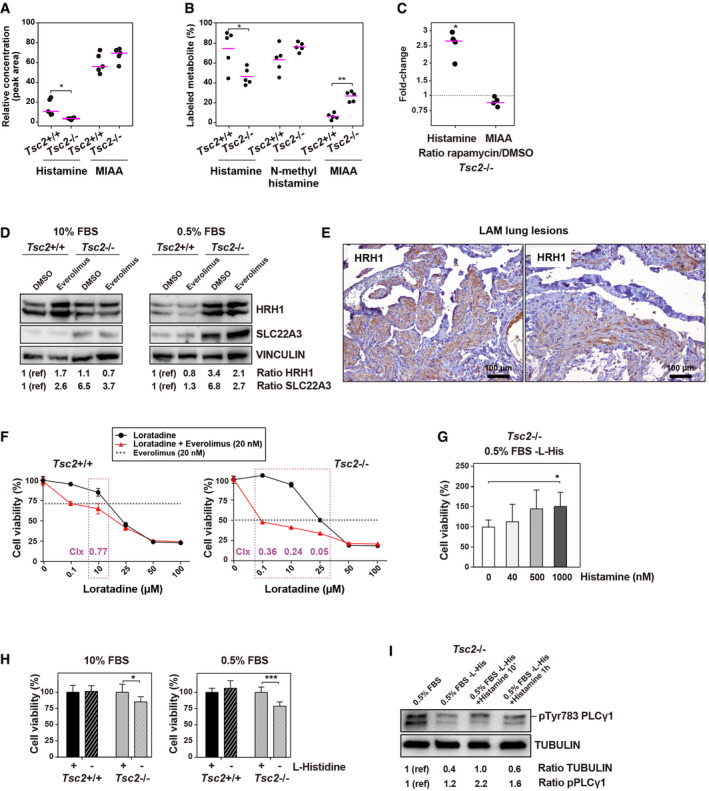
Histamine‐mediated signaling and metabolism in LAM Overabundance of histamine in *Tsc2* wild‐type relative to *Tsc2*‐deficient MEFs, both growth in DMEM 10% FBS. The asterisks indicate significant difference with two‐sided *t*‐test (*P* = 0.017); replicates/condition *n* = 5, and independent experiments (*n* = 2). Average values are indicated with lilac‐colored lines.Isotope profiling of [13C_6_,15N_3_]‐labeled L‐histidine measured by LC‐MS/MS in *Tsc2*‐deficient and wild‐type MEFs grown in DMEM 10% FBS without unlabeled L‐histidine. Labeled‐measured metabolites are depicted in the X‐axis. The significant differences correspond to two‐sided *t*‐test (*P = 0.032 and **P = 0.008; replicates/condition *n* = 5). Average values are indicated with lilac‐colored lines.Fold‐change variation of histamine and MIAA levels measured by LC‐MS/MS assays in rapamycin‐exposed (20 nM, 16 h) *Tsc2*‐deficient MEFs relative to DMSO‐exposed for the same period. The significant difference corresponds to one‐sided *t*‐test (*P* = 0.012; replicates/condition *n* = 4 and independent experiments *n* = 2). Average values are indicated with lilac‐colored lines.Western blot results of HRH1, SLC22A3, and loading control from *Tsc2*‐deficient and wild‐type MEFs exposed to DMSO or treated with 20 nM everolimus for 16 h in DMEM 10% or 0.5% FBS (independent experiments *n* = 2). The expression levels are indicated by the ratio of the corresponding signal relative to loading control and basal setting (noted as 1(ref)).Representative images of immunohistochemical detection of HRH1 in LAM lung lesions. A total of seven LAM patients were analyzed, and assay controls are shown in Appendix Fig S2.Evaluation of cell viability inhibition by loratadine alone (concentrations shown on X‐axis, from 0 to 100 μM) or combined with everolimus (fixed to 20 nM) in *Tsc2*‐deficient and wild‐type MEF cultures grown in DMEM 10% FBS for 72 h. The synergistic combination index (CIx < 1) is shown (replicates/condition *n* = 3, independent experiments *n* = 3). Each data point represents the mean and SD.Percentages of viability of *Tsc2*‐dificient MEFs exposed to increasing concentrations of histamine (X‐axis) in DMEM 0.5% FBS without L‐histidine for 72 h. The asterisk indicates significant difference with one‐sided *t*‐test (*P* = 0.040; replicates/condition *n* = 4–6, independent experiments *n* = 2). The bars indicate mean ± SD.Percentages of viability of *Tsc2*‐dificient and wild‐type MEFs exposed to DMEM 10% or 0.5% FBS with or without L‐histidine for 72 h. The asterisks indicate significant differences with one‐sided *t*‐test (10% FBS, *P* = 0.017; 0.5% FBS, *P* = 5 × 10^−4^; replicates/condition *n* = 4–6, independent experiments *n* = 2). The bars indicate mean ± SD.Western blot results of phospho‐Tyr783 PLCγ1 and loading control in *Tsc2*‐deficient MEFs grown in DMEM 0.5% FBS without L‐histidine and exposed to histamine (1 μM) for 10 min or 1 h. The signals of phospho‐Tyr783 PLCγ1 relative to loading control or non‐phospho PLCγ1 and to basal setting (noted as 1(ref)) are indicated. Source data are available online for this figure.

Next, we performed stable isotope labeling assays using [13C_6_,15N_3_]‐labeled L‐histidine provided to MEF cultures over 24 hours in 10% FBS media without L‐histidine. LC‐MS/MS‐based quantifications revealed significantly lower levels of labeled histamine in *Tsc2*‐null MEFs and, conversely, a trend toward higher levels of the metabolic intermediate N‐methylhistamine, and significant overabundance of labeled MIAA (Fig 5B), demonstrating an enhanced metabolic flux in the catabolism of histamine in *Tsc2*‐deficient MEFs. In parallel, *Tsc2*‐deficient MEFs treated with rapamycin for 16 h in complete media showed a significant increase of histamine relative to the same cells treated with DMSO (Fig 5C). A recent plasma metabolic study of LAM patients treated with a combination of sirolimus and hydroxychloroquine identified significant reduction of histidine metabolism, among other alterations (Tang *et al*, 2019); however, MIAA did not show changes in this study, which might be due to the drug combination, time course variations and/or the need of targeted quantification.

Cell types with active histamine metabolism are commonly responsive to histamine‐mediated signaling and, of the histamine receptors, HRH1 and HRH2 are the most broadly expressed in human tissue and organs (Schwelberger *et al*, 2013). HRH1 is also expressed in breast cancer with stem cell‐like features and regulates its progression (Fernández‐Nogueira *et al*, 2018). Analyzing the lung‐metastatic breast cancer dataset (Minn *et al*, 2005) that gave rise to the original metabolic predictions (Fig 1A and B) revealed an association between high *HRH1* expression and lung metastasis (Appendix Fig S4A). In addition, analyzing data from The Cancer Genome Atlas (Cancer Genome Atlas Network, 2012), the expression profiles of *HRH1* and *TSC2* were found to be negatively correlated (PCC = −0.15, *P* = 2 × 10^‐6^) and, conversely, *HRH1* expression was found to be positively correlated with the canonical lung‐metastasis signature (Minn *et al*, 2005) and mTOR pathway (Appendix Fig S4B).

Following on from the breast cancer predictions, HRH1 was found overexpressed in *Tsc2*‐deficient relative to wild‐type MEFs when exposed to serum‐reduced (0.5% FBS) media (Fig 5D). In addition, the lung lesions of all seven LAM patients analyzed were clearly positive for HRH1 expression (Fig 5E and Appendix Fig S2). Next, we found that *Tsc2*‐deficient MEFs experienced a larger synergistic inhibitory effect (combination index (CIx) < 1 and *P* < 0.05) when loratadine—an antagonist of HRH1—was combined with mTOR inhibition (Fig 5F). In addition, the viability of *Tsc2*‐deficient MEFs was increased as levels of histamine rose in serum‐reduced media without L‐histidine (Fig 5G). Consistent with this, *Tsc2*‐deficient MEFs also overexpressed the plasma membrane histamine transporters *Slc22a2* and *Slc22a3* (Fig 5D and Appendix Fig S5). Furthermore, these cells showed reduced viability in media without L‐histidine (Fig 5H). Lastly, coherent with histamine‐mediated signaling, the phospho‐Tyr783 PLCγ1 signal increased in *Tsc2*‐deficient MEFs exposed to histamine in serum‐reduced media without L‐histidine (Fig 5I). Collectively, these findings are evidence of active histamine signaling and metabolism occurring in a LAM cell model, and the previous plasma and tissue analyses suggest that these processes occur in patients.

### Targeting histamine metabolism and HRH1 signaling in an immunocompetent LAM tumor model

The function of immune modulators is an important factor in LAM biology (Liu *et al*, 2018; Maisel *et al*, 2018). Histamine is pro‐inflammatory and its signaling through defined receptors can influence innate and adaptive immune responses (Oldford & Marshall, 2015; Branco *et al*, 2018). Therefore, we evaluated the potential benefit of targeting HRH1, MAO‐A, and MAO‐B in tumors produced by syngeneic mouse *Tsc2*‐deficient 105K cells subcutaneously engrafted in C57BL/6J mice (Liu *et al*, 2018). Compared with *TSC2*‐reconstituted cell counterparts, this LAM model also overexpressed both MAO‐A and MAO‐B and showed higher basal MAO activity (Appendix Fig S6). Importantly, LC‐MS/MS assays of plasma from immunocompetent female mice harboring *Tsc2*‐deficient 105K tumors showed higher levels of MIAA relative to age‐matched animals without tumors (Fig 6A). Furthermore, the front of these tumors also frequently exhibited mast cells (Appendix Fig S7).

**Figure 6:**
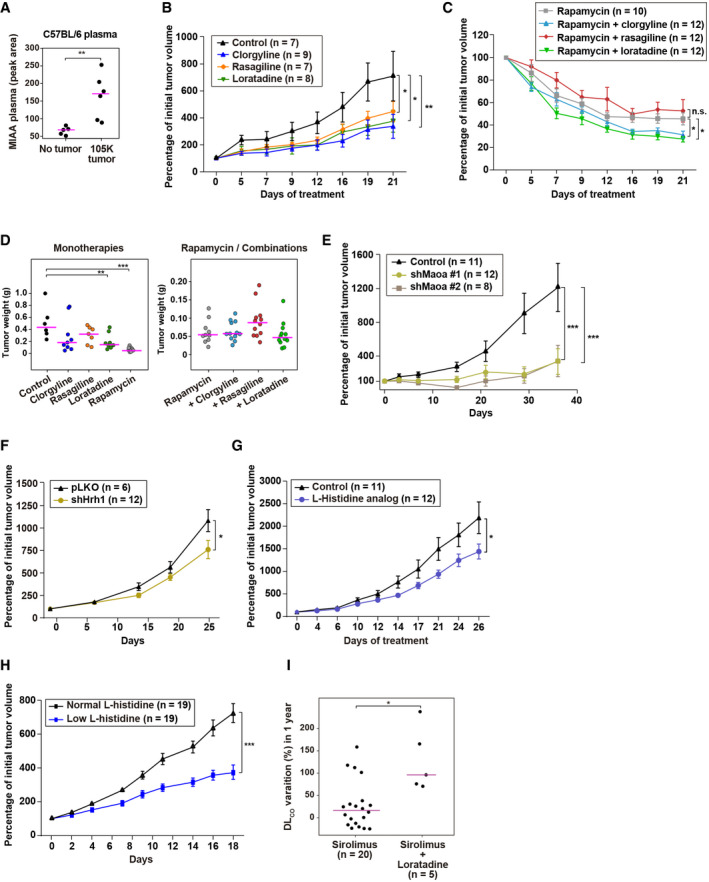
Inhibition of LAM tumorigenesis by targeting histamine metabolism and signaling LC‐MS/MS quantification of MIAA in plasma from C57BL/6 female mice with or without *Tsc2*‐deficient 105 K tumors grown. The asterisks indicate a significant difference with two‐sided *t*‐test (*P* = 8 × 10^−3^; replicates/condition *n* = 5). Average values are indicated with lilac‐colored lines.Inhibition of *Tsc2*‐deficient 105 K tumor growth with different monotherapies, as indicated in the inset. Asterisks indicate significant reductions relative to vehicle (two‐way ANOVA; clorgyline *P* = 0.015, loratadine *P* = 0.018, and rasagiline *P* = 0.049). Each data point represents the mean and SEM.Further reduction of *Tsc2*‐deficient 105 K tumor growth by rapamycin combined with clorgyline or loratadine, relative to rapamycin alone. Asterisks indicate significant reductions relative to rapamycin alone (two‐way ANOVA; clorgyline *P* = 0.035, loratadine *P* = 0.045). Each data point represents the mean and SEM.*Tsc2*‐deficient 105 K tumor weight (g) changes at the end of the rapamycin and rapamycin‐combination assays. Asterisks indicate a significant reduction relative to control, as determined by a one‐sided *t*‐test (loratadine *P* = 0.009 and rapamycin *P* = 3 × 10^−5^). Average weight values are indicated with lilac‐colored lines.Inhibition of *Tsc2*‐deficient 105 K tumor growth with *Maoa* expression depletion using shRNAs. Asterisks indicate significant reductions relative to control pLKO (two‐way ANOVA; *P* = 1 × 10^−3^). Each data point represents the mean and SEM.Inhibition of *Tsc2*‐deficient 105K tumor growth with *Hrh1* expression depletion. Asterisk indicates significant reduction relative to control pLKO (two‐way ANOVA; *P* = 0.035). Each data point represents the mean and SEM.Inhibition of *Tsc2*‐deficient 105 K tumor growth with administration of α‐methyl‐DL‐histidine. Asterisk indicates significant reduction relative to vehicle (two‐way ANOVA; *P* = 0.028). Each data point represents the mean and SEM.Inhibition of *Tsc2*‐deficient 105K tumor growth by the administration of a low L‐histidine concentration mouse diet (0.07% versus 0.49%). Asterisks indicate significant reduction relative to 0.49% L‐histidine diet (two‐way ANOVA; *P* = 0.001). Each data point represents the mean and SEM.Increase in DL_CO_ over a year in patients treated with rapamycin plus loratadine, relative to those treated with rapamycin alone. Significant difference determined by a two‐sided Mann–Whitney test (*P* = 0.045; number (*n*) of samples are indicated). Average values are indicated with lilac‐colored lines. Source data are available online for this figure.

The selected compounds for the *in vivo* assays comprised the approved drugs introduced above: clorgyline, MAO‐A inhibitor, administered 10 mg/kg/day intraperitoneal; rasagiline, MAO‐B inhibitor, administered 1 mg/kg/day intraperitoneal; and loratadine, HRH1 antagonist, administered 25 mg/kg/day oral. In monotherapy, these drugs provided significant inhibition of *Tsc2*‐deficient 105 K tumor growth (Fig 6B). Then, combination of clorgyline or loratadine with rapamycin (0.25 mg/kg/day intraperitoneal) revealed further reduction of tumor growth relative to rapamycin alone (Fig. 6C). Evaluation of tumor weight reduction in these assays showed similar trends, in particular for clorgyline and loratadine in monotherapy, and for loratadine combined with rapamycin (Fig 6D). Since loratadine might interact with rapamycin pharmacokinetics, we quantified rapamycin in mice harboring tumors to which the previous regimens of rapamycin in monotherapy and combined with loratadine had been administered. No significant differences in rapamycin levels in blood and tumor samples were detected when loratadine was co‐administered (Appendix Fig S8).

Complementary *in vivo* assays were performed to corroborate the implications for histamine metabolism and signaling. Depletion of *Maoa* and *Hrh1* expression with short‐hairpin RNA sequences (shRNAs) also revealed tumor growth inhibition, relative to shRNA control pLKO (Fig 6E and F). The effects were stronger for *Maoa* depletion, but the efficiency of the shRNAs differed (Appendix Fig S9). *In vitro* proliferation assays confirmed the inhibitory effect mediated by depletion of *Maoa* and *Hrh1* expression in *Tsc2*‐deficient 105K cells; a synergistic interaction was further suggested in cells exposed to both rapamycin and *Maoa* expression depletion (Appendix Fig S10A). Analogous *in vivo* assays confirmed significant tumor growth reduction when the cells were depleted in *Maoa* or *Hrh1* expression and in mice treated with rapamycin, relative to pLKO‐transduction and equivalent administration of rapamycin (Appendix Fig S10B). In addition, systemic administration of an L‐histidine analog (α‐methyl‐DL‐histidine, 150 mg/kg/day intraperitoneal) also reduced tumorigenesis (Fig 6G). Moreover, there was a similar consequence to administering a mouse diet with a relatively low concentration of L‐histidine: 0.07% versus a normal concentration of 0.49% (Fig 6H). The low L‐histidine diet caused just a 5% weight loss relative to the standard diet.

Loratadine is a widely used second‐generation H1 antihistamine (Church & Church, 2011). Data about the use of this drug were compiled in parallel with this study in a LAM cohort from Poland (Appendix Table S4). Loratadine users were defined as those patients who were medicated with 10 mg/day of the drug for at least 10 months in a year at the same time as receiving rapamycin treatment. Using linear mixed‐effects regression models, we compared the percentage of variation in pulmonary function test measures over a year in patients with rapamycin alone versus those that also used loratadine. Data for FEV_1_ did not indicate differences. However, DL_CO_ suggested greater improvements in patients who were also medicated with loratadine (Fig. 6I).

### Histopathological changes associated with LAM tumor inhibition

Evaluation of candidate molecular alterations underlying tumor inhibition revealed significantly lower HRH1 levels in the loratadine‐treated tumors, and higher levels of the mitochondrial fission marker phospho‐Ser616 DRP1 in the rasagiline‐treated tumors, with a similar trend in the two other monotherapy settings (Fig 7A). Enhancement of mitochondrial fission has been linked to suppressed breast cancer metastasis (Humphries *et al*, 2020). Rapamycin combinations also altered histamine‐mediated signaling, as indicated by increased HRH1 levels relative to rapamycin alone (Fig 7B), and synergistically increased mitochondrial ROS, as measured by MitoSOX assays *in vitro* (Fig 7C). In addition, the combination of rapamycin and loratadine reduced the total levels of ribosomal protein S6, while also increased phospho‐Ser616 DRP1 (Fig 7B). In parallel, we noted that the *in vitro* sensitivities of NCI‐60 cancer cell lines to rapamycin and loratadine were positively correlated independently of cancer type (Appendix Fig S11). We analyzed the levels of selected phospho‐sites and total expression of AKT and ribosomal S6 protein in *Tsc2*‐deficient MEFs and 105 K cells exposed *in vitro* to vehicle, monotherapies, and rapamycin combinations, for 5 h in complete media. The monotherapies of clorgyline, loratadine, and rasagiline showed relative reductions in both phospho‐Ser235/236 and total S6, although to a lesser extent than rapamycin (Appendix Fig S12).

**Figure 7:**
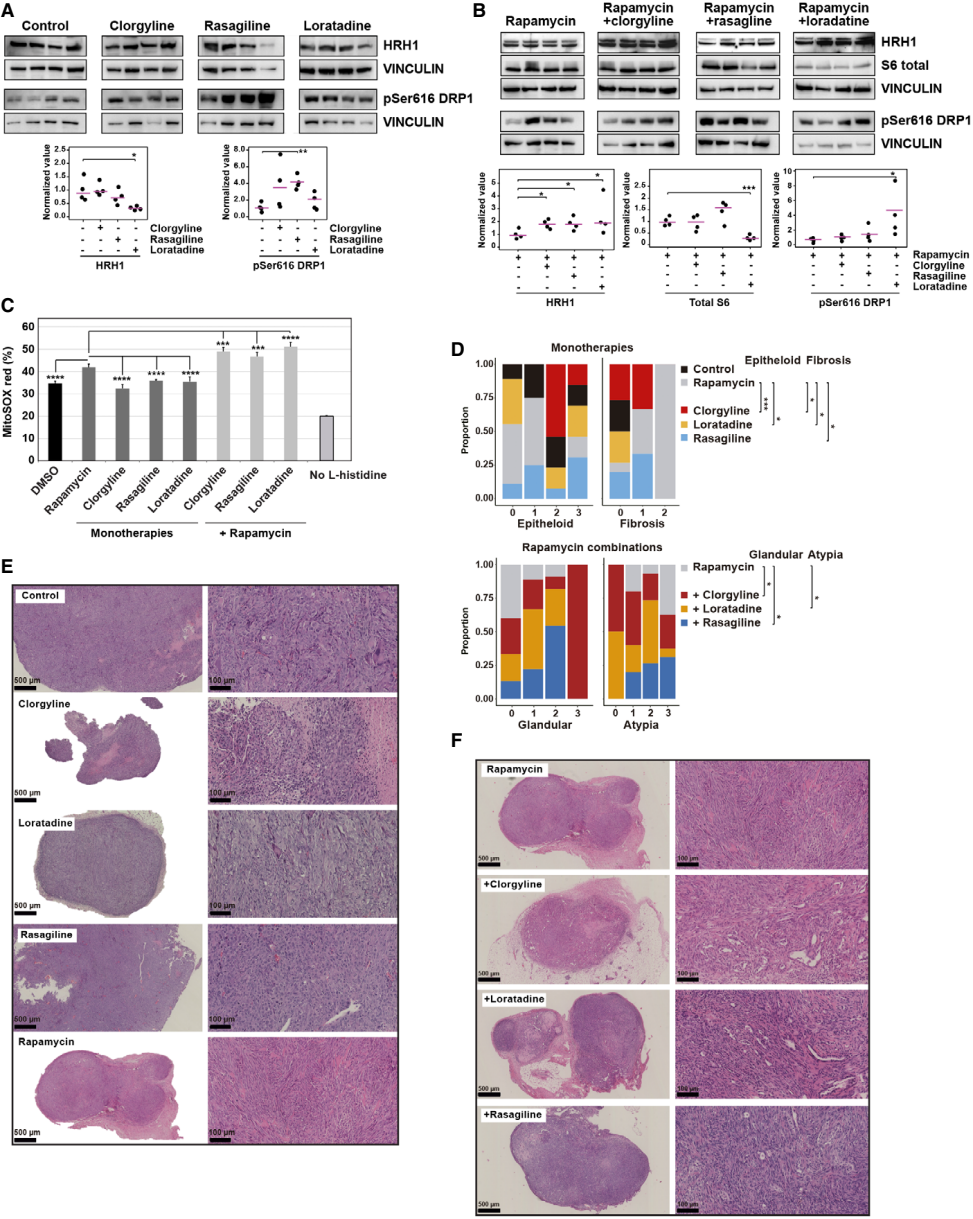
Molecular and histopathological changes associated with targeting histamine metabolism and signaling Top panels, Western blot results of HRH1 and phospho‐Ser616 DRP1 expression in vehicle control and single‐drug treated tumors. Bottom panels show quantifications; significant differences correspond to one‐sided *t*‐test (*P = 0.011 and **P = 2 × 10^−3^; tumors/group *n* = 4). Average values are indicated with lilac‐colored lines.Western blot results showing increased HRH1 expression in combinations relative to rapamycin alone, reduced expression of S6 total in the rapamycin–loratadine combination, and raised phospho‐Ser616 DRP1 expression in this combination. Bottom panels show quantifications and significant differences with one‐sided *t*‐test (HRH1, clorgyline *P* = 0.011, loratadine *P* = 0.049, rasagiline *P* = 0.021; total S6, loratadine *P* = 4 × 10^−4^; phospho‐Ser616 DRP1, loratadine *P* = 0.037; tumors/group *n* = 4). Average values are indicated with lilac‐colored lines.Graph showing the percentages of MitoSOX red‐positive *Tsc2*‐deficient 105 K cells treated for 24 h with DMSO or drugs *in vitro* with 10% FBS complete medium (except for the condition without L‐histidine). Clorgyline 1 μM, loratadine 100 nM, rasagiline 1 μM, and rapamycin 20 nM. Differences relative to rapamycin alone were determined by a two‐sided *t*‐test (DMSO *P* = 6 × 10^−5^, clorgyline *P* = 2 × 10^−5^, loratadine *P* = 6 × 10^−4^, rasagiline *P* = 4 × 10^−5^; combination with clorgyline *P* = 1 × 10^−4^, loratadine *P* = 3 × 10^−5^, and rasagiline *P* = 9 × 10^−4^; replicates/condition *n* = 5; assays *n* = 2). The bars indicate mean ± SD.Results of blind histopathological evaluation of *Tsc2*‐deficient 105 K tumors treated with vehicle or drugs, in monotherapy or in combination with rapamycin. The histograms show the proportion of defined phenotypic scores: 1+, < 5% of the tumor; 2+, 5–50% of the tumor; and 3+, > 50% of the tumor. Cytological atypia was graded as mild (1+), moderate (2+), or severe (3+). Significant differences relative to rapamycin were determined using Fisher's exact test (epithelioid ***P = 9 × 10^−4^ and *P = 0.025; fibrosis, clorgyline and loratadine *P = 0.015, and rasagiline *P = 0.032; glandular, clorgyline *P = 0.030 and rasagiline *P = 0.045; and atypia, loratadine *P* = 0.010).Representative images of hematoxylin–eosin‐stained *Tsc2*‐deficient 105K tumors treated with vehicle or monotherapies. Tumors treated with rapamycin tend to have a fascicular growth pattern with bundles of spindle cells and foci of fibrosis, whereas most of the tumors of the other treatment groups showed extensive epithelioid morphology. Scale bars are shown.Representative images of hematoxylin–eosin‐stained *Tsc2*‐deficient 105K tumors treated with rapamycin alone or rapamycin combinations. With the addition of a second drug to rapamycin, tumors more frequently tended to show glandular differentiation and less atypia. Scale bars are shown. Source data are available online for this figure.

The three monotherapies and rapamycin combinations did not cause enhanced tumor cell death (Appendix Fig S13 and Table S5) or alteration of autophagy *in vitro* (Appendix Fig S14), but tumor cell proliferation decreased as measured by Ki67 immunostaining (Appendix Fig S15). Histopathological evaluation revealed features of phenotypic differentiation linked to LAM inhibition: tumors treated with vehicle or rapamycin tended to have a fascicular growth pattern with bundles of spindle cells and foci of fibrosis, whereas the three other single‐drug treatments showed extensive epithelioid morphology (Fig 7D and E, and Appendix Table S5). RNA sequencing of tumors treated with vehicle, rapamycin and/or loratadine further indicated frequent changes in processes linked to cell differentiation and development with exposure to loratadine (Appendix Fig S16). In addition, the rapamycin combinations caused tumors with higher glandular differentiation (Fig 7F and Appendix Table S5). 

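RNA was sequenced from 8 subcutaneous tumors that grew from 105K cells, a Tsc2-deficient mouse tumor line, in immunocompetent C57BL/6J mice. There were 2 tumors, each from its own mouse, for each of 4 treatments: vehicle, loratadine at 25 mg/kg/day, rapamycin at 0.25 mg/kg/day, and both drugs at these doses. The paper gives loratadine as oral, while the sample labels give it as intraperitoneal. Each tumor carries the code of its cage, animal and side, with B1L and F5L for vehicle, B3R and F3R for loratadine, D1L and G3L for rapamycin, and A3L and C1R for both drugs. All 3 tumors of the right side (B3R, F3R and C1R) had received loratadine. The paper also states that rapamycin and its combinations were started at larger tumor volumes than the monotherapies. The authors deposited TPM, a measure of the share of transcripts, for 35539 genes. TPM keeps no read depth, so the depth of each library is unknown. The listed TPM summed to between 993546 and 994645 per tumor, and between 13251 and 14371 genes reached 1 TPM. Mitochondrial transcripts held 4.83 to 7.88% of the TPM. The Pearson correlation of log2(TPM + 1) between the 2 tumors of a treatment was 0.929 for rapamycin, 0.966 for vehicle, 0.967 for loratadine and 0.968 for both drugs. The first principal component held 47.1% of the variance and set the 4 tumors with rapamycin apart from the 4 without it. On it the loratadine tumors (12.1 and 23.5) lay between those with vehicle (67.7 and 61.9) and those with rapamycin (-53.0 to -30.5). Differences were tested with limma on log2(TPM + 1) for the 15095 genes with at least 1 TPM in at least 2 tumors, with rapamycin and loratadine as the terms of one model, so that each drug was compared over 4 tumors against 4. Fold changes on this scale understate the change of genes with low TPM. Lists of genes, 48 in all, were fixed before the data were examined and were tested with camera at a preset correlation between genes of 0.01. As deposited, the median log2 fold change of all genes was 0.10 for loratadine and 0.12 for rapamycin, against -0.01 and -0.02 after median-of-ratios scaling. In simulated values with the spread of each gene, a log2 change of 2 was recovered for 184 of 200 genes for loratadine and for 169 of 200 for rapamycin. The changed genes were drawn from those with a mean of about 5 TPM or more, and the noise was independent between genes. Real tumors differ in both respects, so these shares do not show that a count of 0 excludes changes of this size.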

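Genes of the fibrillar collagen matrix had higher mean TPM in the 4 tumors with loratadine than in the 4 without it, although the tumors overlapped in the mean of the list and no gene passed the test over all genes. Of 20 such genes, 0 passed with limma over all genes and 11 were higher when adjusted over the list alone, and the median log2 fold change was 0.89. Col3a1, which encodes the chain of type III collagen (ENSMUSG00000026043, chromosome 1 from 45368383 to 45406551 in NCBIM37, which is mm9), was at 496 ± 176 TPM (SD, n = 4 tumors) with loratadine and at 176 ± 66.1 TPM (SD, n = 4) without it. Its log2 fold change was 1.48 (standard error 0.19, adjusted p = 0.40 from limma). The log2 fold change was 2.14 (standard error 0.31) for Lum, a proteoglycan that binds collagen fibrils, 0.96 (standard error 0.17) for Fbn1, the fibrillin of microfibrils, and 1.17 (standard error 0.24) for Loxl1, an enzyme that crosslinks elastin. Camera placed the collagen list above the other genes (adjusted p = 5.7e-13), and no longer did so with an estimated correlation (adjusted p = 0.36).

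Of the 14 lists on differentiation and development, 2 others passed with camera. For mesenchymal transition, 0 of 19 genes passed over all genes and 4 were higher when adjusted over the list alone, with a median log2 fold change of 0.35 (camera adjusted p = 0.025, and adjusted p = 0.84 with an estimated correlation). This call was lost without D1L (adjusted p = 0.23) or C1R (adjusted p = 0.40), with a mean of at least 5 TPM (0.14), with array weights (0.12) and with group means in place of the additive model (0.053). The list includes Twist1, a transcription factor, at 0.94 (standard error 0.22) and Mmp2, a matrix protease, at 1.75 (standard error 0.42). For the Wnt pathway, 0 of 22 genes passed over all genes and 1 was higher when adjusted over the list alone, with a median of 0.41 (camera adjusted p = 0.043, and adjusted p = 0.68 with an estimated correlation). This call was lost without B1L (adjusted p = 0.13), B3R (0.13), D1L (0.058) or C1R (0.074), with no filter (0.082), with array weights (0.086) and with the adipocyte markers as a term (0.17), which was added after the data were seen. With the side of the tumor as a term, camera adjusted p was 0.81 for mesenchymal transition and 0.54 for the Wnt pathway. A3L is the only tumor of the left side with loratadine, so side and drug cannot be told apart and these values decide nothing. The gene of the Wnt list was Sfrp2, a secreted Wnt modulator, with a log2 fold change of 1.81 (standard error 0.30). Epithelial junction and keratin genes did not pass for loratadine over the 4 tumors against 4 (23 genes, median 0.43, camera adjusted p = 0.46), and 0 were higher when adjusted over the list alone. Of all tumors, the list was highest in G3L, which had no loratadine, with a mean log2(TPM + 1) of 5.81. The list passed without G3L (median 0.93, adjusted p = 1.8e-06) or C1R (0.78, adjusted p = 0.022), and its direction in camera turned without F5L (0.38), F3R (0.085) or D1L (0.25). For loratadine against vehicle its median was 1.05 (camera adjusted p = 0.0046, and adjusted p = 1.0 with an estimated correlation), with adjusted p = 0.078 without F5L and 0.24 without F3R. It was -0.07 for both drugs against rapamycin (camera adjusted p = 0.024, and adjusted p = 0.92 with an estimated correlation). The difference between these comparisons had a median of -1.32 (camera adjusted p = 0.00011, and adjusted p = 0.88 with an estimated correlation). Without G3L this difference was -0.55 (adjusted p = 0.30), and the comparison of both drugs with rapamycin turned to 0.51 (adjusted p = 0.00019). Without C1R that comparison was at 0.31 (adjusted p = 0.96). The remaining lists, with camera adjusted p from 0.053 for smooth muscle to 0.88 for the renal tubule, covered LAM markers (0.16), stem cell markers (0.30), myogenic regulators (0.44), Hox genes (0.61), skeletal and cartilage development (0.63), the BMP and TGF-beta pathway (0.79), neural development (0.79) and the Notch pathway (0.79).

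Markers of other cell types were measured in the same tumors. Fibroblast and pericyte markers, of which 2 of 15 are also in the collagen list, had a median log2 fold change of 0.70, and 5 were higher when adjusted over the list alone (camera adjusted p = 0.00073, and adjusted p = 0.36 with an estimated correlation). Adipocyte markers had a mean log2(TPM + 1) of 4.47 in B3R, 3.91 in F3R, 4.15 in A3L and 3.20 in D1L, and of 1.03 to 1.33 in the other 4 tumors. Their median log2 fold change for loratadine was 1.80 (camera adjusted p = 0.0015, and adjusted p = 0.86 with an estimated correlation), with adjusted p = 0.058 without G3L. Muscle fibre markers were at 4.26 in C1R, and mast cell markers were at 4.23 in G3L.

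Among genes whose 4 tumors with loratadine all lay on one side of the 4 without it, those with the smallest p that were higher were Col3a1, Lum, Steap4 (2.16), Cthrc1 (1.28) and Ptn (2.73). Those that were lower were Orm3 (-1.69), Pdxk (-0.66), Slc39a8 (-0.73), Fxyd2 (-2.12) and Acsbg1 (-1.95), and none of these 10 passed. For loratadine against vehicle, 3 genes passed. Ptgds, a prostaglandin D synthase (chromosome 2 from 25322229 to 25325566), rose to 65.7 ± 5.66 TPM (SD, n = 2) from 3.61 ± 1.02 TPM (SD, n = 2), a log2 fold change of 3.87 (standard error 0.32, adjusted p = 0.027 from limma). It lay between 47.8 and 88.8 TPM in the 4 tumors with rapamycin. Its adjusted p was 0.35 without B1L, 0.19 without F5L, 0.16 without B3R, 0.20 without F3R and 0.052 without G3L, and 0.053 with no filter, 0.057 without the intensity trend and 0.069 without predicted genes and pseudogenes, an alternative chosen after the data were seen. The predicted genes Gm49450 and Gm20431 were lower. Gm49450 was at 55.1 and 77.3 TPM with vehicle and listed at 0 in the other 6 tumors. Gm20431 was at 9.37 and 11.0 TPM with vehicle and 0.23 or less in the others, with 3.15e-06 TPM in F3R and 3.3e-07 TPM in D1L. How reads were assigned to them was not examined, so their values are uncertain. These predicted genes lie outside the rule for named genes and were chosen after their values were seen. Cages B and F each held a vehicle and a loratadine tumor. With the cage as a block in these 4 tumors, 0 of 13805 genes passed with limma (1845 at an unadjusted p under 0.05). Adjusted p from limma was then 0.067 for Ptgds, 0.060 for Gm49450 and 0.11 for Gm20431. That fit has 1 residual degree of freedom, against 4 for the group means, so the loss of the calls says little. For Gm20431 adjusted p was also 0.19 and 0.051 with pseudocounts 0.1 and 0.5, 0.12 without B3R, 0.20 without F3R, 0.052 without G3L, 0.081 without A3L, 0.076 without C1R and 0.073 with only the 2 groups. Without the block, the count of 3 was 0 without B1L or F5L, 1 without B3R or G3L, and 6 without D1L.

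**Figure D1:**
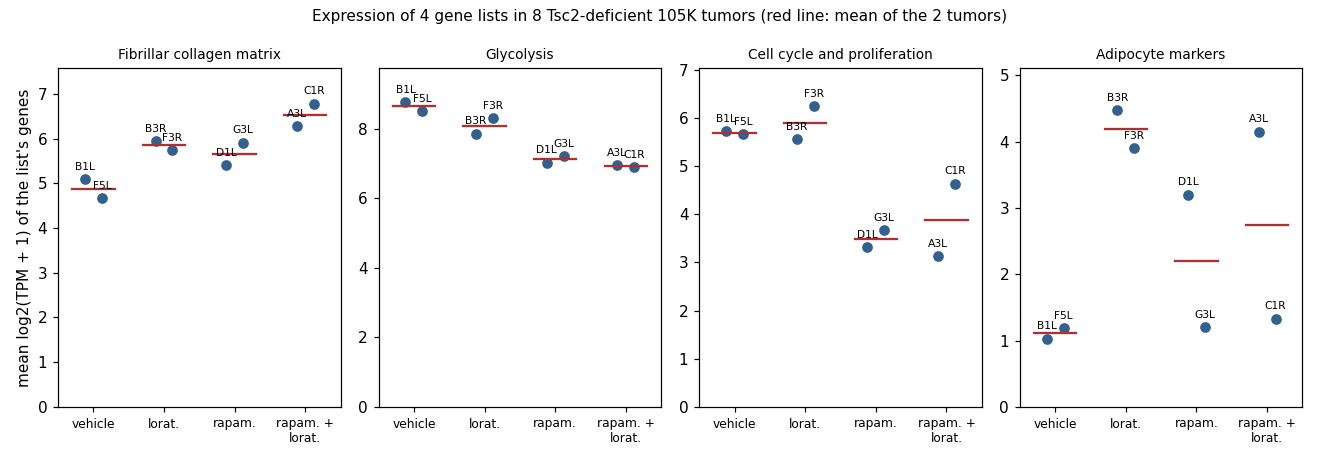
Mean log2(TPM + 1) of the genes of 4 lists in each of the 8 tumors, by treatment, with each point a tumor and the red line the mean of 2 tumors. The collagen list lay at 4.68 and 5.09 with vehicle, at 5.74 and 5.95 with loratadine, at 5.42 (D1L) and 5.91 (G3L) with rapamycin and at 6.27 and 6.78 with both drugs, so that G3L without loratadine lay above F3R with it, and the adipocyte list was high in B3R, F3R, A3L and D1L.

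Over all genes, 0 of 15095 passed for loratadine with limma at an adjusted p under 0.05, the smallest adjusted p was 0.40, and 1255 genes had an unadjusted p under 0.05. The count was 1 without B3R and 23 without G3L, where Col3a1 (adjusted p = 0.040), Umod, a protein of the renal tubule, at 4.91 and the mucins Muc1, at 3.95, and Muc4, at 2.52, were among the genes that were higher. The paper states that processes of differentiation and development often changed in the tumors exposed to loratadine, and points to Appendix Fig S16, which was not used here.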

In accordance with the effects of drugs, histopathological evaluation of tumors from the assays using *Maoa*/*Hrh1* shRNAs, L‐histidine analog, and low L‐histidine di*et al*so commonly showed epithelioid morphology (Appendix Figs S17 and S18). To specifically assess diseased cell changes, we transduced *Tsc2*‐deficient 105K cells *in vitro* with the specific shRNAs and quantified the expression of informative markers relative to pLKO control. The level of the epithelial marker *Epcam* increased, while those of the mesenchymal markers (*Fn1*, *Snai1*, *Vim*, and *Twist1*) decreased as the expression of *Maoa* or *Hrh1* was depleted (Appendix Fig S19). Next, we evaluated the invasion and migration capacity of *Tsc2*‐deficient 105K cells under the above conditions and observed a significant decrease in both competences with the depletion of *Maoa* or *Hrh1* expression, relative to pLKO control (Appendix Fig S20).

## Discussion

This study proposes novel therapeutic opportunities and their associated blood biomarkers in LAM. The therapies are centered on targeting histamine metabolism and signaling and have been assessed using an immunocompetent LAM cell model employing complementary strategies: approved drugs, gene expression depletion (*Maoa* and *Hrh1*), metabolite analog (α‐methyl‐DL‐histidine), and a specific diet (low L‐histidine concentration). The proposed therapies provide disease control as single agents or, in some instances, may be more beneficial when combined with rapamycin. MIAA, the major product of histamine metabolism, can be combined with VEGF‐D to reinforce a differential diagnosis, and measuring histamine levels can complement the estimates of disease burden and pulmonary function. Analysis of retrospective clinical data suggests some functional benefit from the combination of rapamycin and loratadine; however, a multicenter phase II clinical trial will be initiated in Spain to formally assess the safety and initial benefit of this combination in LAM patients (EudraCT reference 2020‐000702‐29). In parallel to this study, recent evidence has shown an interplay between LAM, fibroblast, and mast cells in lung nodules promoting disease progression, which may be inhibited by blocking mast cell activation (Babaei‐Jadidi *et al*, 2021). Mast cells were previously shown to be markedly present in LAM lung nodules (Valencia *et al*, 2006) and were also evident in the analysis of single‐cell LAM profiles (Guo *et al*, 2020). Collectively, mast cell biology may emerge as a central target for improving LAM management and monitoring.

Our data indicate that targeting histamine signaling and metabolism can contribute to disease control by affecting the pathological phenotype. Cancer stem cells are characterized by the relative overexpression and activity of ALDH isoforms, a metabolic trait associated with the metastatic potential of different neoplasms, including breast cancer (Ginestier *et al*, 2007). *MAOA* is overexpressed in the transition from breast cancer bone metastatic dormancy to relapse (Lu *et al*, 2011) and is required for breast tumor‐initiating cells (Gwynne *et al*, 2019) and promotes prostate cancer metastasis (Wu *et al*, 2017). *MAOB* was recognized in a gene signature that characterizes mammary stem cells (Lim *et al*, 2010), and its expression is a prognostic factor in breast cancer (Cha *et al*, 2018). In addition, as noted earlier, *MAOB* and *ALDH* genes are included in a recently described single‐cell LAM^core^ signature (Guo *et al*, 2020). Therefore, our current observations in LAM‐related cell models, tissue, and plasma are consistent with a pivotal role for ALDHs and MAOs in LAM diseased cells and may extend the concept of LAM as a stem cell‐like disease (Henske & McCormack, 2012; Ruiz de Garibay *et al*, 2015; Pacheco‐Rodríguez *et al*, 2019). In this scenario, the role of MAO‐B may be relatively more relevant as it is specifically involved in histamine degradation (Schwelberger *et al*, 2013). However, the identification of additional monoamine‐derived metabolites in LAM plasma, and the results from the assays with clorgyline and MAO‐A depletion, suggest that this isoform also has a substantial role in disease biology. As both isoforms are expressed in LAM models and lung lesions, they may be co‐regulated, as occurs in other tissues and conditions (Shih *et al*, 2011). The predictable crosstalk between monoamine metabolism, histamine, and mTOR signaling could be linked to sensing amino acid levels (Schwelberger *et al*, 2013; Saxton & Sabatini, 2017), and converge on ribosomal S6 activation, as described in other cellular settings (Dickenson, 2002). However, further studies are needed to determine the underlying mechanism of histamine‐mTOR signaling crosstalk.

The biomarker predictions that underpinned this study highlight the merit of undertaking further analyses of identified metabolites, and of strategies targeting histamine signaling and metabolism, in different neoplasms, and especially in metastatic breast cancer. Active histamine synthesis and metabolism are established factors in normal and cancer breast tissue (Reynolds *et al*, 1998; von Mach‐Szczypiński *et al*, 2009) and may be influenced by hormonal status (Kierska *et al*, 1997). Derived metabolites have been recognized in plasma from breast cancer patients (von Mach‐Szczypiński *et al*, 2009). HRH1 is also known to function in normal and cancer breast cell lines and tissue (Davio *et al*, 1995). In parallel, accumulation of mast cells—major source of histamine—in the tumor microenvironment is correlated with poor prognosis, increased metastasis, and reduced survival of several cancer types, including that of the breast (Maciel *et al*, 2015). Abnormally enhanced mast cell activity has been associated with an increased risk of breast cancer and of melanoma and cervical cancer (Molderings *et al*, 2017). Recent epidemiological reports from the Swedish Cancer Registry suggest that medication with loratadine, or its major metabolite, desloratadine, substantially improves breast cancer survival (Fritz *et al*, 2020). While breast cancer is a complex disease including subtypes that differ in their metastatic preference and hormonal influence, among other factors, these observations appear to be consistent with the results obtained for LAM in this study.

Together, the results of our study have identified potential LAM biomarkers for differential disease diagnosis and monitoring, which in turn are connected to promising therapies using approved drugs. Among the tested drugs, loratadine shows beneficial effects in monotherapy and combined with rapamycin and is well tolerated and usually safe, with many individuals in the general population receiving this medication for common conditions. The proposed biomarkers and therapies are supported by molecular, metabolic, cellular, and tissue analyses that depict active histamine metabolism and signaling in LAM.

## Materials and Methods

### Patients and samples

#### Spain

Lymphangioleiomyomatosis patients were recruited and lung tissue samples collected by participating centers (International LAM Clinic, University Hospital Vall d’Hebron; University Hospital La Princesa; University Hospital Clínica Puerta del Hierro; Hospital Clínic de Barcelona; University Hospital Virgen del Rocío; and University Hospital of Bellvitge) and with the support of the Spanish LAM Association (AELAM). Blood samples were collected during the 2017 and 2018 annual AELAM patient conferences, so the time between undertaking pulmonary function tests and sample acquisition varied, making it impossible to assess the former relative to plasma metabolites. The data collected consisted of age at diagnosis, age at sample extraction, diagnosis of AML, chylothorax, pneumothorax, TSC, and therapy used at the time of sample extraction. All patients provided written informed consent, and the study was approved by the ethics committees of IDIBELL and the Instituto de Investigación Sanitaria La Princesa, Hospital de Henares, Spain. Control samples were obtained from healthy pre‐menopausal women from a similar age distribution to that of the LAM patients.

#### UK

The LAM cohort was recruited at the National Centre for LAM in Nottingham between 2011 and 2018. The East Midlands Research Ethics Committee approved the study (13/EM/0264), and all participants gave written informed consent. Medical history, CT scans of the chest and abdomen, and full lung function tests were performed when patients were recruited to the study as part of their clinical care. FEV_1_ and D_LCO_ were also measured at each follow‐up visit. The disease burden score was used to stratify the whole‐body burden of LAM. For each subject, one point is given for each of (i) more severe lung disease defined by an FEV_1_ or DL_CO_ of < 60% predicted, (ii) the presence of an AML at the time of assessment, and (iii) the presence of lymphatic involvement visible on imaging (lymphadenopathy, cystic lymphatic mass, or chylous effusion), resulting in a score of 0–3. Control samples corresponded to healthy women with no history of lung disease with a similar age distribution to that of the LAM patients.

#### Poland

The LAM cohort was recruited at the National Tuberculosis and Lung Diseases Research Institute. The local Bioethics Committee approved the study and patients signed informed consent. In addition to standard clinical follow‐up, data collected for the years 2010–2019 included loratadine use (dose and period), smoking status (packs/year), and diagnosis of allergy, AML, asthma, chylothorax, lymphangioma, perivascular epithelioid cell tumor, pneumothorax, and TSC. The average follow‐up was 4.5 years, and pulmonary function tests were performed at initiation of rapamycin (sirolimus), after 3, 6, and 12 months, and subsequently every year. The tests were performed according to the joint guidelines of the American Thoracic Society and European Respiratory Society, and lung volumes measured by body plethysmography (Jaeger MasterScreen software version 4.65) and DL_CO_ using the single breath technique.

#### LAM‐related pulmonary diseases

Emphysema‐related plasma samples were collected from patients attending the Interstitial Lung Disease Unit of the University Hospital of Bellvitge. These were adult individuals (31–59 years old) with a smoking history that led to them present dyspnea on exertion, but whose FEV_1_/FVC ratio was less than 0.70. According to established guidelines, diagnosis of chronic obstructive pulmonary disease (COPD) requires the presence of three features (symptoms, FEV_1_/FVC < 0.70, and smoking or other noxious exposure), so COPD was excluded from the search for emphysema cases in this study. One of the cases also presented rheumatoid arthritis (higher predisposition to emphysema even with little tobacco exposure). The plasma samples of patients with Langerhans cell histiocytosis, Sjögren syndrome, and systemic lupus erythematosus were collected by the ILD Center of Excellence, St. Antonius Hospital Biobank, Nieuwegein, The Netherlands. The study was approved by the St. Antonius Hospital ethics committee (reference R05‐08A), and all participants provided written informed consent. Patients with lupus erythematosus were included in this study because it is the most common connective tissue disease affecting the lung, can cause inflammation and fibrotic manifestations similar to those of interstitial lung disease and might exhibit biomarker overlap (Lamattina *et al*, 2018).

The studies conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

### Public gene expression data

Metastatic breast cancer data were taken from the corresponding publication (Minn *et al*, 2005) and Gene Expression Omnibus (GEO) reference GSE5327. This original dataset from the Memorial Sloan‐Kettering Cancer Center included 82 patients with 12 lung metastasis events (Minn *et al*, 2005). Analysis of these data revealed an association between low *TSC2* expression and lung metastasis (Ruiz de Garibay *et al*, 2015). The dataset was then used to identify enzyme‐coding genes whose expression profiles are negatively correlated with *TSC2*. Official gene names and Entrez IDs were cross‐referenced to UniProt enzymatic protein identifiers (human only and manually curated). Associated metabolites from a genome‐scale metabolic network model (Recon 2.2 (Swainston *et al*, 2016)) were mapped to enzymes, resulting in a total of 47 metabolites, which were evaluated for overrepresented pathways using the MetaboAnalyst (Chong *et al*, 2018) tool with standard parameters. Normalized breast cancer RNA‐seq data from The Cancer Genome Atlas were obtained from cBioPortal, and the GSEA method was applied with standard parameters (Subramanian *et al*, 2005).

### Gene expression quantification

For semi‐quantitative gene expression analyses, total RNA was isolated from cells or tissues using TRIzol reagent (Thermo Fisher) and complementary DNA (cDNA) synthesized using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher), following the manufacturer’s protocol. Gene expression values were measured using reverse‐transcription polymerase chain reactions with SYBR Green (Applied Biosystems). The mouse control genes were *Actb* and *Ppia*, and differences were computed by the ΔΔCt method. The primer sequences used in these assays are listed in Appendix Table S6.

### RNA‐seq analysis

Total RNA from tumors was extracted using TRIzol (Thermo Fisher Scientific) and, following quality controls, single‐end‐sequenced at the IRB’s facility in Barcelona. The RNA‐seq reads were trimmed for adaptors, masked for low‐complexity and low‐quality sequences and subsequently quantified for transcript expression using Kallisto v0.43.16 (Bray *et al*, 2016) and mouse genome version mm9. Gene‐level quantification was carried out using the *tximport* (Soneson *et al*, 2015) Bioconductor package, mm9, and Ensembl v94 annotations. 

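Aoc1, the diamine oxidase that degrades histamine (ENSMUSG00000029811, chromosome 6 from 48845253 to 48859187), rose to 27.7 ± 13.7 TPM (SD, n = 4 tumors) in the tumors with rapamycin from 0.65 ± 0.67 TPM (SD, n = 4) in those without it. This is a log2 fold change of 4.08 (standard error 0.38, adjusted p = 0.0057 from limma). Apoc1, an apolipoprotein, rose by 5.91 (standard error 1.05, adjusted p = 0.013), and Hsd11b1, which regenerates active glucocorticoid, by 4.00 (standard error 0.66, adjusted p = 0.011). Inmt, an amine N-methyltransferase, rose by 3.92 (standard error 0.47, adjusted p = 0.0073). The other genes with the largest rises were Defb28 (4.54), Dmbt1 (4.34), Adamts16 (3.62), Kif12 (3.44), Serpina10 (3.25) and Fetub (3.23). Rrm2, a subunit of ribonucleotide reductase, fell to 16.4 ± 9.71 TPM (SD, n = 4) from 172 ± 55.6 TPM (SD, n = 4), a log2 fold change of -3.40 (standard error 0.38, adjusted p = 0.0072). Aldh1l2, a mitochondrial folate enzyme, had a log2 fold change of -3.85 (standard error 0.46, adjusted p = 0.0073), and Arg1, arginase, of -3.38 (standard error 0.82, adjusted p = 0.027). The mitotic genes Ccnb1 and Cdca3 had log2 fold changes of -3.17 and -2.90. Gsta1 (-3.55) and Gsta2 (-3.53) are paralogs that may share reads, and Eif4a-ps4 (-6.84), Rbx1-ps (-3.41) and Ptges3-ps, which was listed at 0 in all 4 tumors with rapamycin, are pseudogenes, so these values are uncertain. Over all alternatives of the processing, the call was lost in 4 of 23 for Dmbt1, 3 of 23 for Kif12 and 8 of 23 for Arg1. It was lost in 4 of 22 for Rbx1-ps and 10 of 22 for Ptges3-ps. With 1 tumor left out, adjusted p was 0.051 to 0.056 for Dmbt1 (without B1L, F5L or A3L), 0.052 and 0.053 for Kif12 (A3L, F5L) and 0.053 to 0.056 for Rbx1-ps (A3L, F5L, B1L). It reached 0.078 for Arg1 (without D1L, and over 0.05 without any of B1L, F5L, F3R, A3L and C1R) and 0.093 for Ptges3-ps (without F5L, and over 0.05 without any of B1L, F3R, D1L, G3L and A3L).

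In all, 3002 of 15095 genes passed at an adjusted p under 0.05 for rapamycin, 1813 higher and 1189 lower. The split depended on the scaling, with 1138 higher and 1815 lower after median-of-ratios scaling and 1262 higher and 1385 lower after quantile normalization. The count was 948 without A3L, 956 without F5L, 1141 without D1L, 1240 without B1L and 1779 without F3R, 941 with the side of the tumor as a term and 5218 with array weights. Against vehicle, 1790 genes passed for rapamycin, 1004 higher and 786 lower (720 and 1399 after median-of-ratios scaling), and 1600 for both drugs, 1084 higher and 516 lower (559 and 1046 after that scaling). With vehicle tumor B1L left out these counts were 29 and 53, and without F5L 246 and 228. The count for rapamycin was 610 to 1134 without any other tumor, with G3L giving 610, F3R 820, B3R 824, A3L 1039, C1R 1061 and D1L 1134, and it was 173 with only the 2 groups, 315 with array weights and 589 with no filter. The count for both drugs was 4 without A3L, 313 without C1R, 709 without B3R and 713 without F3R, and 624 with no filter and 2712 with array weights. For both drugs against rapamycin, 0 genes passed with limma (smallest adjusted p 0.14). An unadjusted p under 0.05 was found for 359 genes, 2.4% of those tested, below the share of 0.05 that chance alone would give. Col3a1 had a log2 fold change of 1.52 and Angptl7 of 2.46 in that comparison, and neither passed.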

Differential expression was analyzed using DESeq2 v2.13 (Love *et al*, 2014). GO term enrichment was analyzed using clusterProfiler (Yu *et al*, 2012) and GOnet (Pomaznoy *et al*, 2018).

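In place of GO terms, the gene lists fixed in advance were tested for rapamycin in the tumors. Of 25 genes of the cell cycle, 24 fell and 1 did not pass (24 lower when adjusted over the list alone), with a median log2 fold change of -2.29. Foxm1, a transcription factor of mitotic genes, fell by 2.29 (standard error 0.25, adjusted p = 0.0072 from limma). Of 18 genes of glycolysis, 16 fell (16 when adjusted over the list alone), with a median of -1.38, among them Pgk1 (-1.91) and Ldha (-1.70). Of 22 genes of sterol synthesis, 15 fell (18 when adjusted over the list alone), with a median of -1.49, among them Insig1 (-1.89, standard error 0.24, adjusted p = 0.0079). Of 20 genes of the ATF4 response and amino acid synthesis, 12 fell (16 when adjusted over the list alone), with a median of -1.19, among them Phgdh (-2.12) and Asns (-2.19). Of 17 genes of the hypoxia response, 11 fell (11 when adjusted over the list alone), with a median of -1.25, among them Egln3 (-2.13). Of 26 lysosomal genes, 8 fell (11 when adjusted over the list alone), with a median of -0.42, among them Gla (-1.77). None of the genes of these lists passed as higher. Camera placed each list below the other genes, with adjusted p = 6.5e-19 for the cell cycle, 2.4e-14 for glycolysis and for sterol synthesis, 2.6e-10 for ATF4, 1.2e-08 for hypoxia and 2.8e-05 for the lysosome. With an estimated correlation each had an adjusted p = 0.48, and with fry, which does not compare a list with other genes, adjusted p was between 0.0045 and 0.024.

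Lists of development and of other cell types also passed with camera. Of 30 Hox genes, 13 rose and 0 fell (20 higher and 1 lower when adjusted over the list alone), with a median of 0.70, among them Hoxd3 (1.42, standard error 0.23, adjusted p = 0.011 from limma) and Hoxb4 (1.46). Of 20 collagen matrix genes, 9 rose (11 when adjusted over the list alone), with a median of 0.78, among them Fmod (2.35), and of 22 Wnt genes 5 rose (6 when adjusted over the list alone), with a median of 0.50. Of 14 T cell markers, 9 rose (10 when adjusted over the list alone), with a median of 1.05, among them Cd3g (2.23) and Cd8b1 (1.82). Of 16 markers of blood endothelium, 4 fell (5 when adjusted over the list alone), with a median of -0.57, among them Cdh5 (-1.40). Adjusted p from camera was 0.00075 for Hox genes, 0.0076 for collagen, 0.048 for Wnt, 0.0062 for T cells and 5.7e-05 for endothelium. With an estimated correlation adjusted p was 0.50 for Hox genes and for collagen, 0.48 for Wnt and for endothelium, and 0.63 for T cells. Of 11 renal tubule genes 3 rose (3 when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.058). It passed without F3R (0.021) or D1L (0.033), after median-of-ratios scaling (0.027) and quantile normalization (0.040), with array weights (0.045), with group means in place of the additive model (0.048) and with fry (0.023). The Wnt call was lost without B1L (adjusted p = 0.13), G3L (0.061) or C1R (0.071), with pseudocount 0.1 (0.051), with a mean of at least 5 TPM (0.49), after quantile normalization (0.11), with array weights (0.17), with rapamycin as the only term (0.081) and with the adipocyte markers as a term (0.076), which was added after the data were seen. The collagen call was lost with rapamycin as the only term (0.074). Among single genes, the call was lost in 4 of 23 alternatives for Cd3g, 5 of 22 for Cd8b1 and 4 of 23 for Cdh5. With 1 tumor left out, adjusted p was 0.053 to 0.063 for Cd3g (without B1L, F5L or A3L), 0.051 to 0.063 for Cd8b1 (without B1L, F5L, D1L or A3L) and 0.053 to 0.057 for Cdh5 (without F5L, D1L or A3L). The other lists that passed were lower for the pentose phosphate pathway, red blood cells, fatty acid synthesis, the respiratory chain and the interferon response, and higher for NK and dendritic cells. The interferon call was lost without D1L (median 0.0062, adjusted p = 0.52) or A3L (adjusted p = 0.12), and G3L with rapamycin had the highest mean log2(TPM + 1) of that list of all 8 tumors, 5.53. It was also lost after median-of-ratios scaling (adjusted p = 0.086) and quantile normalization (0.089). The respiratory chain call was lost without B3R (adjusted p = 0.20), A3L (0.053) or C1R (0.080) and after quantile normalization (0.36), the NK call without C1R (0.069) and with array weights (0.18), and the fatty acid call without B3R (0.056) or C1R (0.071). With a mean of at least 5 TPM, adjusted p was 0.086 for interferon and for NK cells, 0.090 for the respiratory chain and 0.092 for dendritic cells. In all, 18 of the 48 lists passed for rapamycin with the preset correlation, 0 with an estimated one and 20 with fry.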

### LC‐MS/MS assays and model analysis

Plasma samples (50 μl) were mixed with 300 μl cold methanol:water, vortexed, and cold‐centrifuged. Cell pellets were scrapped, collected, and frozen. The pellets were resuspended in cold methanol:water and metabolite lysates purified with three rounds of liquid N_2_ immersion and sonication, followed by 1 h on ice before centrifugation. For the cell culture assays, 100 μl of media was lyophilized and resuspended in cold methanol:water. The extracts were analyzed by an ultra‐high performance LC system coupled to a 6490 triple‐quadrupole mass spectrometer (QqQ, Agilent Technologies) with electrospray ion source (LC‐ESI‐QqQ) working in positive mode. Plasma extract (2 μl) and cell and medium extract (1 μl) were injected into the LC system. An ACQUITY UPLC HSS T3 column (1.8 μm, 2.1 × 150 mm, Waters) and a gradient mobile phase consisting of water with 0.1% formic acid (phase A) and acetonitrile with 0.1% formic acid (phase B) were used for chromatographic separation. The gradient was as follows: isocratic for 2 min at 10% B, 2–3 min rising to 80% B, 30 s maintaining 80% B, up to 4 min until the percentage of B decreased to 10%, and finally equilibrating the column at 10% B for 7 min. The flow rate of the method was 0.3 ml/min. The mass spectrometer parameters were as follows: drying and sheath gas temperatures of 120°C and 400°C, respectively; source and sheath gas flows of 19 and 12 l/min, respectively; nebulizer flow 20 psi; capillary voltage 2,100 V; nozzle voltage 500 V; and iFunnel HRF and LRF 150 and 60 V, respectively. The QqQ worked in MRM mode using defined transitions. The [13C6,15N3]‐labeled L‐histidine was purchased from Cambridge Isotope Laboratories (CNLM‐758‐PK). For these assays, cells were cultured in DMEM 10% FBS for 16 h, washed twice with PBS, and then cultured in 10% FBS medium without L‐histidine but with labeled L‐histidine (concentration of 42 mg/l). After 24 h, cells were collected in 50 μl of methanol:water (1:1) using a scraper and frozen in liquid nitrogen until use in LC‐MS/MS assays. The transitions for unlabeled metabolites and the collision energy (CE(eV)) were as follows: histamine, 112 → 95(12), 112 → 41(32), 112 → 56(36); N‐methylhistamine, 126 → 109(12), 126 → 68(24), 126 → 41(28); and MIAA, 141 → 95(12), 141 → 42(44), 141 → 68(36). For labeled metabolites were as follows: histamine, 120 → 102(12), 120 → 44(32), 120 → 60(36); N‐methylhistamine, 134 → 116(12), 134 → 73(24), 134 → 44(28); and MIAA, 148 → 101(12), 148 → 44(44), 148 → 73(36). To categorize the best predictive model with fewer metabolite variables, a stepwise backward–forward procedure with Akaike information criterion was applied using the *stepAIC* function in R software (Venables & Ripley, 2002). Sirolimus concentration in mouse whole blood and tumor samples was determined using a previously validated method based on ultra‐high‐performance liquid chromatography coupled to tandem mass spectrometry (UHPLC‐MS/MS) (Rigo‐Bonnin *et al*, 2015). The method was initially developed for human whole blood samples and subsequently adapted and validated for mouse whole blood and other biological fluids.

### Immunohistochemistry, immunohistofluorescence, and TUNEL assays

The assays were performed on serial paraffin sections using an EnVision kit (Dako). Antigens were retrieved using citrate‐based (pH 6) or EDTA‐based (pH 9) buffers. Endogenous peroxidase was blocked by pre‐incubation in a solution of 3% H_2_O_2_ performed in 1x phosphate‐buffered saline with 10% goat serum. Slides were incubated overnight at 4°C with primary antibody diluted in blocking solution. Secondary anti‐mouse or anti‐rabbit peroxidase‐conjugated antibodies (Envision+ system‐HRP, Dako) were used. Sections were hematoxylin‐counterstained and examined with a Nikon Eclipse 80i microscope. For immunohistofluorescence, the slides were incubated with a mix of the two primary antibodies (anti‐α‐SMA and anti‐MAO‐A/B). In this case, the secondary antibodies used were goat anti‐mouse Alexa‐488 and goat anti‐rabbit Alexa‐546 (dilution 1:1,000; Thermo Fisher). Sudan black staining was performed to avoid paraffin autofluorescence. The sections were counterstained with DAPI, mounted with coverslips in Fluoromount^®^ Aqueous Mounting Medium (Sigma), and visualized in a Fluorescence DM6000 microscope (Leica Microsystems). Apoptosis in paraffin‐embedded tumor tissue sections was evaluated using the DeadEnd™ Colorimetric TUNEL System (Promega).

### Cell lines and media

This study used LAM cell models provided by Prof. Elisabeth P. Henske (Center for LAM Research and Clinical Care, Brigham and Women’s Hospital, Harvard Medical School, Boston, USA), which have been described previously: MEFs derived from *Tsc2/Trp53* or *Trp53* knockout mice; and *Tsc2*‐deficient and *TSC2*‐reconstituted mouse kidney cystadenoma cells (105 K) cells (Zhang *et al*, 2003; Parkhitko *et al*, 2014). The cell cultures were based on DMEM media supplemented with 10% FBS (Gibco). When indicated, serum‐reduced (i.e., 0.5% FBS) medium was assayed. DMEM medium without L‐histidine was purchased from US Biological (catalog D9801‐02). All cells were grown at 37°C in a humidified atmosphere with 5% CO_2_, and mycoplasma was tested by PCR every month.

### Cell‐based assays

The number of independent assays is indicated in the corresponding figure legend. MAO activity was monitored using a radiometric assay with ^14^C‐tyramine hydrochloride as the substrate. Data were normalized for protein content and rates expressed as disintegrations of 14C/min/μg protein. ALDH activity was determined using an ALDEFLUOR assay kit (STEMCELL Technologies) following the manufacturer’s protocol and analyzed with a Gallios flow cytometer (Beckman Coulter). MitoSOX Red (Thermo Fisher) was used to quantify mitochondrial superoxide production. Cells seeded in 6‐well plates were incubated with 5 μM of MitoSOX dye diluted in Hank’s Buffered Salt Solution (HBSS) for 10 min at 37°C. Staining was then measured by flow cytometry. The MitoTracker Red CMXRos (Thermo Fisher) was used to measure mitochondrial membrane potential. Cells seeded in 6‐well plates were incubated with 500 nM MitoTracker dye diluted in PBS for 30 min at 37°C, and the staining was analyzed by flow cytometry. Assays were performed in duplicate for each condition. H_2_O_2_ production was measured with the Fluorescent Hydrogen Peroxide Assay Kit (Sigma‐Aldrich), following the manufacturer's protocol. Briefly, different numbers of cells were diluted in 50 μl of assay buffer and seeded in a 96‐well plate. A standard curve ranging from 0 to 10 μM H_2_O_2_ was prepared. Standards and samples were incubated with red peroxidase substrate, horseradish peroxidase, and assay buffer to a final volume of 100 μl. The plate was incubated for 30 min at room temperature in darkness before measuring the fluorescence intensity (λ_ex_ = 540 / λ_em_ = 590 nm). The high‐resolution Oxygraph‐2K (Oroboros Instruments) was used to measure the oxygen consumption in cells. In brief, a concentration of 10^6^ cells/ml diluted in medium was placed in the closed respirometer chamber to measure basal oxygen consumption. Oxygen flux was recorded constantly using DatLab software 4.3 (Oroboros Instruments), and the values obtained were directly proportional to the oxygen consumption. The histamine‐cell viability assays were performed as follows: six replicates of 1,000 cells for each condition were distributed in 96‐well plates in 100 μl DMEM 10% FBS without L‐histidine. After 12 h, the medium was changed to DMEM 0.5% FBS without L‐histidine and without histamine. Fresh histamine was added at the corresponding final concentrations and the medium replaced (DMEM 0.5% FBS without L‐histidine, and histamine as appropriate) daily for three days. Cell viability was measured using a CellTiter‐Glo Luminescent Cell Viability Assay (Promega) with an EnSpire Multimode Plate Reader. Generally, for other viability assays, cells were plated into 96‐well plates (500–2,500 per well) in 4–6 replicas and treated for 72 h. All assays were repeated at least three times and, to avoid assay‐specific limitations, measured at least once with both with 2,3‐bis‐(2‐methoxy‐4‐nitro‐5‐sulfophenyl)‐2H‐tetrazolium‐5‐carboxanilide (XTT, Sigma‐Aldrich) and CellTiter‐Glo Luminescent Cell Viability Assay (Promega). The results were evaluated relative to control solution‐treated cells. The Chou‐Talalay (Chou, 2010) method in ComboSyn was used to identify synergistic drug combinations. The CYTO‐ID® Autophagy detection kit (Enzo) was used according to the manufacturer protocol with cells grown in complete medium with 10% FBS (except for a condition without L‐histidine) and exposed to defined drugs for 24 h (clorgyline 1 μM, loratadine 100 nM, rasagiline 1 μM, and rapamycin 20 nM). In vitro invasion assay. The transwell migration assays were performed as follows: cells were serum‐deprived for 24 h, detached, resuspended in serum‐free medium and counted; 24‐well transwell inserts with 8‐μm diameter pore membranes (Sarstedt) were pre‐coated with growth factor‐reduced Matrigel (Corning) following the manufacturer’s instructions; 5 × 10^4^ cells/well were seeded in triplicate in the upper chamber using 200 μL of serum‐free medium, and 500 μL of complete medium was added to the lower chamber as attractant at the same time; after incubation for 24 h at 37°C, cells remaining on the upper surface of the membrane were removed with cotton swabs, and invaded cells on the lower surface of the membrane were fixed with methanol and stained with hematoxylin solution; the cells that passed through the filter were photographed with a bright‐field microscope and counted. The wound‐healing assays were performed as follows: Cells were seeded in a culture‐insert (IBIDI) at a density of 2.5 × 10^4^ cells/well; after allowing cells to attach overnight, the inserts were removed and cultures washed with PBS to remove non‐adherent cells; the cells were then cultured with fresh serum‐free medium and photographed at different time points using an inverted microscope; the rate of wound closure was quantified using TScratch (Gebäck *et al*, 2009). The NCI‐60 drug response data were downloaded from the Developmental Therapeutics Program repository of the National Cancer Institute (Shoemaker, 2006).

### Compounds, antibodies, and diet

Clorgyline was purchased from Sigma‐Aldrich and everolimus, loratadine, rapamycin, and rasagiline were purchased from Selleck Chemicals. The α‐methyl‐DL‐histidine was purchased from ABCR GmbH. The origin, application, and dilution of the primary antibodies are specified in Appendix Table S7. Custom irradiated mouse diets were purchased from International Product Supplies (IPS), had 8% fat and 15% sucrose, and only differed in L‐histidine concentration: 0.07% or 0.49%.

### Western blot

All assays were performed on at least three separate occasions. Cells or tissues were lysed in a radioimmunoprecipitation assay (RIPA) buffer supplemented with protease inhibitor (cOmplete, Sigma‐Aldrich) and phosphatase inhibitor (PhosSTOP, Sigma‐Aldrich) cocktails. Protein concentrations were measured using the Thermo Scientific Pierce BCA Protein assay. Lysates were resolved in sodium dodecyl sulfate‐polyacrylamide electrophoresis gels and transferred to polyvinylidene difluoride (PVDF) membranes (Sigma‐Aldrich). Target proteins were detected using the primary antibodies listed above, the secondary antibodies purchased from Santa Cruz Biotechnologies (sc‐2357 and sc‐2005, 1:2,000), and by chemiluminescence detection with the Nove ECL Chemiluminescent Substrate Reagent Kit (Thermo Fisher) in the ChemiDoc™ Imaging System (Bio‐Rad).

### *Invivo* assays

The IDIBELL’s Animal Care and Use Committee approved the animal studies. Six‐week‐old female C57BL/6J mice were purchased from Charles River, inoculated with 105 K cells (2.5 × 10^6^ cells) in Matrigel (Corning). When tumors attained a volume of 50–100 mm^3^ (monotherapy) or 150–200 mm^3^ (rapamycin and its combinations), they were randomly assigned to control and treatment groups. To reduce variability, a single researcher measured tumor volume through all the 105 K‐based assays. The applied doses of drugs or compounds were based on those used in previous animal studies (Haberle *et al*, 2002; Francis *et al*, 2012; Ledesma *et al*, 2014; Cheng *et al*, 2016; Chen *et al*, 2017). The drugs were administrated as follows: vehicle control (0.2% carboxymethylcellulose (CMC) and 0.25% Tween‐80; intraperitoneal), rapamycin (1 or 0.25 mg/kg/day in CMC; intraperitoneal), clorgyline (10 mg/kg/day in saline; intraperitoneal), loratadine (25 mg/kg/day in CMC; oral), and rasagiline (1 mg/kg/day in saline; intraperitoneal). The α‐methyl‐DL‐histidine was administrated 150 mg/kg/day in saline, intraperitoneal. Treatment regimes involved consecutive intervals of 5 days of drug or compound administration, and 2 days of rest; except for loratadine, which was administered every other day for 3 days a week. The rapamycin dose of 0.25 mg/kg/day has been previously tested in EL4 lymphoma cells where it reduced phosphor‐ribosomal protein S6 signaling and altered immune cell content in tumor‐draining lymph nodes (Liu *et al*, 2017). In the combined assays of rapamycin with another drug, the mTOR inhibitor was administered first followed by the other drug approximately 1 h later. Before the formal assays, the following drugs and concentrations were tested for potential toxicities or effects: rasagiline 0.1 and 1 mg/kg/day; and rapamycin 0.05, 0.1, 0.25, 0.5, and 1 mg/kg/day. The 0.25 mg/kg/day dose was the lowest that stabilized the tumors. For shRNA‐based assays, the following constructs were chosen and validated from among those available from the MISSION library (Sigma‐Aldrich): shMaoa TRCN0000327502 and TRCN0000327503; and shHrh1 TRCN0000028707. The 105K cells (2.5 million) were injected subcutaneously and tumor growth was measured weekly, starting at a volume of approximately 50 mm^3^. For the L‐histidine diet assays, the mice were provided the specific diet 48 h before 105 K cell injections, and the diet was maintained throughout the experiment while measuring tumor growth; the mouse meals were checked every working day. Mice were housed and maintained in laminar flow cabinets under specific pathogen‐free conditions. All the animal studies were approved by the local committee for animal care (IDIBELL, protocol #10451).

## Author contributions

MAP designed the study and wrote the paper; CH, FM, and NG performed the *in vivo* experiments; CH, FM, NG, AIE, JMC, RG, CG, and MAP analyzed the *in vivo* experimental data; CH, FM, GRG, and AB performed the *in vitro* experiments; CH, FM, GRG, AB, JAM, JCP, FV, AA, XZ, HF, RH, CG, MF, and MAP analyzed the *in vitro* experimental data; AJ, JC, and OY performed the metabolite analyses; AG, LP, RE, EB, and MAP performed the bioinformatic analyses; AV and CB evaluated the pathology samples; CH, FM, AG, LP, DC, and MAP did the statistical analyses; SRJ and SM performed the VEGF‐D determinations; SRJ, SM, ER‐L, BS, SG‐O, JA, CV, TA, PU, RL, AX, JAR‐P, AM‐W CM, JB, EL, CHMM, JJV, MJRQ, AC, MM‐M, and AR collected patient samples and clinical data; CLM produced GA11; AN‐C and MM provided histamine receptors data; RR‐B performed rapamycin quantifications; CH, AU‐K, and EB performed the MAO activity assays, analyzed, and interpreted the data; CH, FM, SRJ, SZ, MM‐M, AR, and OY evaluated the output for its significant intellectual content.

## Conflict of interest

M.A.P. is recipient of an unrestricted research grant from Roche Pharma for the development of the ProCURE ICO research program.

## Supporting information

Review Process File

Appendix

Source Data for Expanded View and Appendix

Source Data for Figure 1

Source Data for Figure 2

Source Data for Figure 3

Source Data for Figure 4

Source Data for Figure 5

Source Data for Figure 6

Source Data for Figure 7

## Data Availability

The RNA‐seq data of *Tsc2*‐deficient 105 K treated tumors have been deposited under the Gene Expression Omnibus reference GSE173332 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173332).

# Supplementary material for: Histamine signaling and metabolism identify potential biomarkers and therapies for lymphangioleiomyomatosis
**Source:** EMBO Mol Med. 2021 Aug 11;13(9):e13929. doi: 10.15252/emmm.202113929
**Supplement:** Supplementary file 4 — Source Data for Figure 1

Metabolomic Data Analysis with MetaboAnalyst 3.0

User ID: guest5505071873880559094

March 7, 2016

1 Background

MESA or Metabolite Set Enrichment Analysis is a way to identify biologically meaningful patterns that are significantly enriched in quantitative metabolomic data. In conventional approaches, metabolites are evaluated individually for their significance under conditions of study. Those compounds that have passed certain significance level are then combined to see if any meaningful patterns can be discerned. In contrast, MSEA directly investigates if a set of functionally related metabolites without the need to preselect compounds based on some arbitrary cut-off threshold. It has the potential to identify subtle but consistent changes among a group of related compounds, which may go undetected with the conventional approaches.

Essentially, MSEA is a metabolomic version of the popular GSEA (Gene Set Enrichment Analysis) software with its own collection of metabolite set libraries as well as an implementation of user-friendly web-interfaces. GSEA is widely used in genomics data analysis and has proven to be a powerful alternative to conventional approaches. For more information, please refer to the original paper by Subramanian A, and a nice review paper by Nam D, Kim SY.

2 MSEA Overview

Metabolite set enrichment analysis consists of four steps - data input, data processing, data analysis, and results download. Different analysis procedures are performed based on different input types. In addition, users can also browse and search the metabolite set libraries as well as upload their self-defined metabolite sets for enrichment analysis. Users can also perform metabolite name mapping between a variety of compound names, synonyms, and major database identifiers.

3 Data Input

There are three enrichment analysis algorithms offered by MSEA. Accordingly, three different types of data inputs are required by these three approaches:

- A list of important compound names - entered as a one column data (*Over Representation Analysis (ORA)*);
- A single measured biofluid (urine, blood, CSF) sample- entered as tab separated two-column data with the first column for compound name, and the second for concentration values (*Single Sample Profiling (SSP)*);
- A compound concentration table - entered as a comma separated (.csv) file with the each sample per row and each metabolite concentration per column. The first column is sample names and the second column for sample phenotype labels (*Quantitative Enrichment Analysis (QEA)*)

You selected Over Representation Analysis (ORA) which requires a list of compound names as input.

4 Data Process

The first step is to standardize the compound labels. It is an essential step since the compound labels will be subsequently compared with compounds contained in the metabolite set library. MSEA has a built-in tool to convert between compound common names, synonyms, identifiers used in HMDB ID, PubChem, ChEBI, BiGG, METLIN, KEGG, or Reactome. **Table 1** shows the conversion results. Note: 1 indicates exact match, 2 indicates approximate match, and 0 indicates no match. A text file contain the result can be found the downloaded file *name_map.csv*

Table 1: Result from Compound Name Mapping

	Query	Match	HMDB	PubChem	KEGG	Comment
1	C00004	NADH	HMDB01487	928	C00004	1
2	C01161	3,4-Dihydroxybenzeneacetic acid	HMDB01336	547	C01161	1
3	C00003	NAD	HMDB00902	5893	C00003	1
4	C04043	3,4-Dihydroxyphenylacetaldehyde	HMDB03791	119219	C04043	1
5	C05580	3,4-Dihydroxymandelic acid	HMDB01866	85782	C05580	1
6	C05577	3,4-Dihydroxymandelaldehyde	HMDB06242	151725	C05577	1
7	C05582	Homovanillic acid	HMDB00118	1738	C05582	1
8	C05581	Homovanillin	HMDB05175	151276	C05581	1
9	C05584	Vanillylmandelic acid	HMDB00291	736172	C05584	1
10	C05583	3-Methoxy-4-hydroxyphenylglycolaldehyde	HMDB04061	440729	C05583	1
11	C00005	NADPH	HMDB00221	22833512	C00005	1
12	C00006	NADP	HMDB00217	5886	C00006	1
13	C00642	p-Hydroxyphenylacetic acid	HMDB00020	127	C00642	1
14	C03765	4-Hydroxyphenylacetaldehyde	HMDB03767	440113	C03765	1
15	C00002	Adenosine triphosphate	HMDB00538	5957	C00002	1
16	C00013	Pyrophosphate	HMDB00250	644102	C00013	1
17	C00575	Cyclic AMP	HMDB00058	6076	C00575	1
18	C04042	20 α -Dihydroprogesterone	HMDB03069	92747	C04042	1
19	C00410	Progesterone	HMDB01830	5994	C00410	1
20	C00033	Acetic acid	HMDB00042	176	C00033	1
21	C00084	Acetaldehyde	HMDB00990	177	C00084	1
22	C00160	Glycolic acid	HMDB00115	757	C00160	1
23	C00266	Glycolaldehyde	HMDB03344	756	C00266	1
24	C00818	D-Glucaric acid	HMDB29881	607	C00818	1
25	C02670	D-Glucurono-6,3-lactone	HMDB06355	2724333	C02670	1
26	C00186	L-Lactic acid	HMDB00190	107689	C00186	1
27	C00424	Lactaldehyde	HMDB03052	439231	C00424	1
28	C00256	D-Lactic acid	HMDB01311	61503	C00256	1
29	C00937	D-Lactaldehyde	HMDB06458	439350	C00937	1
30	C00670	Glycerophosphocholine	HMDB00086	71920	C00670	1
31	C04230	LysoPC(16:0)	HMDB10382	460602	C04230	1
32	C05828	Methylimidazoleacetic acid	HMDB02820	75810	C05828	1
33	C05827	Methylimidazole acetaldehyde	HMDB04181	193545	C05827	1
34	C00114	Choline	HMDB00097	305	C00114	1
35	C00157	PC(18:0/18:0)	HMDB08036	94190	C00157	1
36	C00427	Prostaglandin H2	HMDB01381	445049	C00427	1
37	C01312	Prostaglandin I2	HMDB01335	5282411	C01312	1
38	C00219	Arachidonic acid	HMDB01043	444899	C00219	1
39	C07086	Phenylacetic acid	HMDB00209	999	C07086	1
40	C00601	Phenylacetaldehyde	HMDB06236	998	C00601	1
41	C13856	2-Arachidonylglycerol	HMDB04666	5282280	C13856	1
42	C00137	Myoinositol	HMDB00211		C00137	1
43	C01194	1-Phosphatidyl-D-myo-inositol	HMDB06953	53477912	C01194	1
44	C00065	L-Serine	HMDB00187	5951	C00065	1
45	C02737	PS(16:0/16:0)	HMDB00614	3081382	C02737	1
46	C06428	Eicosapentaenoic acid	HMDB01999	446284	C06428	1
47	C03242	8,11,14-Eicosatrienoic acid	HMDB02925	5280581	C03242	1

The second step is to check concentration values. For SSP analysis, the concentration must be measured in *umol* for blood and CSF samples. The urinary concentrations must be first converted to *umol/mmol_creatinine* in order to compare with reported concentrations in literature. No missing or negative values are allowed in SSP analysis. The concentration data for QEA analysis is more flexible. Users can upload either the original concentration data or normalized data. Missing or negative values are allowed (coded as *NA*) for QEA. Please note, MSEA does not perform data normalization. If normalization is important, you should first normalize your data before upload. You can use our companion website **MetaboAnalyst** www.metaboanalyst.ca for a variety of data processing and normalization methods.

5 Selection of Metabolite Set Library

Before proceeding to enrichment analysis, a metabolite set library has to be chosen. There are seven built-in libraries offered by MSEA:

- Metabolic pathway associated metabolite sets (*currently contains 88 entries*);
- Disease associated metabolite sets (reported in blood) (*currently contains 416 entries*);
- Disease associated metabolite sets (reported in urine) (*currently contains 346 entries*);
- Disease associated metabolite sets (reported in CSF) (*currently contains 124 entries*);
- Metabolite sets associated with SNPs (*currently contains 4500 entries*);
- Predicted metabolite sets based on computational enzyme knockout model (*currently contains 912 entries*);
- Metabolite sets based on locations (*currently contains 57 entries*);

In addition, MSEA also allows user-defined metabolite sets to be uploaded to perform enrichment analysis on arbitrary groups of compounds which researchers want to test. The metabolite set library is simply a two-column comma separated text file with the first column for metabolite set names and the second column for its compound names (**must use HMDB compound name**) separated by "; ". Please note, the built-in libraries are mainly from human studies. The functional grouping of metabolites may not be valid. Therefore, for data from subjects other than human being, users are suggested to upload their self-defined metabolite set libraries for enrichment analysis.

6 Enrichment Analysis

Over Representation Analysis (ORA) is performed when a list of compound names is provided. The list of compound list can be obtained through conventional feature selection methods, or from a clustering algorithm, or from the compounds with abnormal concentrations detected in SSP, to investigate if some biologically meaningful patterns can be identified.

ORA was implemented using the *hypergeometric test* to evaluate whether a particular metabolite set is represented more than expected by chance within the given compound list. One-tailed p values are provided after adjusting for multiple testing. **Figure 2** below summarizes the result.

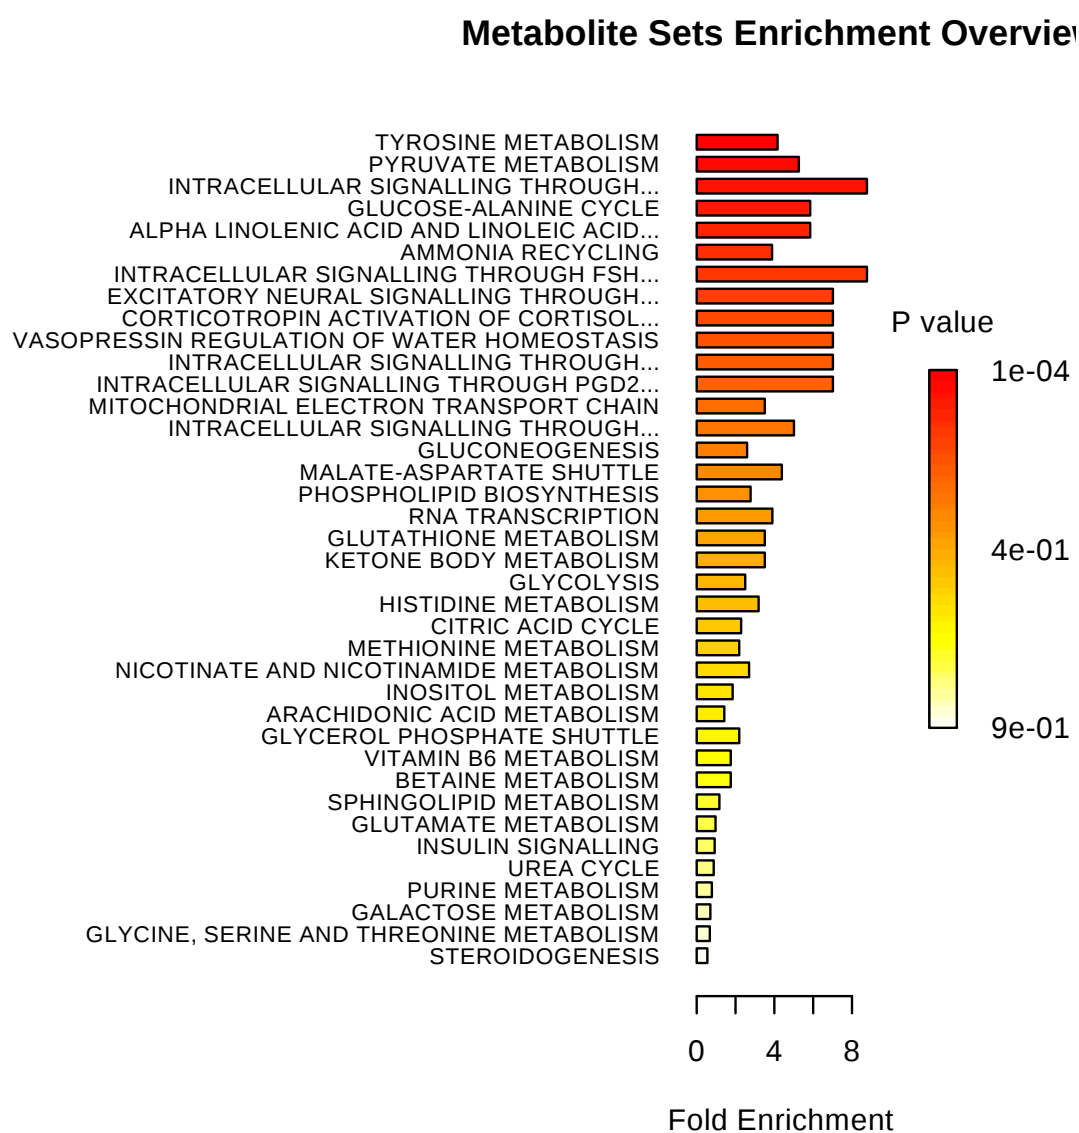

Figure 1: Summary Plot for Over Representation Analysis (ORA)

Table 2: Result from Over Representation Analysis

	total	expected	hits	Raw p	Holm p	FDR
TYROSINE METABOLISM	38	2.16	9	1.36E-04	1.09E-02	1.09E-02
PYRUVATE METABOLISM	20	1.14	6	5.24E-04	4.14E-02	2.09E-02
INTRACELLULAR SIGNALLING THROUGH PROSTACYCLIN RECEPTOR AND PROSTACYCLIN	6	0.34	3	3.08E-03	2.40E-01	6.55E-02
GLUCOSE-ALANINE CYCLE	12	0.68	4	3.28E-03	2.52E-01	6.55E-02
ALPHA LINOLENIC ACID AND LINOLEIC ACID METABOLISM	9	0.51	3	1.14E-02	8.69E-01	1.83E-01
AMMONIA RECYCLING	18	1.03	4	1.57E-02	1.00E+00	1.90E-01
INTRACELLULAR SIGNALLING THROUGH FSH RECEPTOR AND FOLLICLE STIMULATING HORMONE INTRACELLULAR SIGNALLING THROUGH LHCGR RECEPTOR AND LUTEINIZING HORMONE/CHORIOGONADOTROPIN	4	0.23	2	1.77E-02	1.00E+00	1.90E-01
EXCITATORY NEURAL SIGNALLING THROUGH 5-HTR 4 AND SEROTONIN EXCITATORY NEURAL SIGNALLING THROUGH 5-HTR 7 AND SEROTONIN EXCITATORY NEURAL SIGNALLING THROUGH 5-HTR 6 AND SEROTONIN	5	0.28	2	2.85E-02	1.00E+00	1.90E-01
CORTICOTROPIN ACTIVATION OF CORTISOL PRODUCTION	5	0.28	2	2.85E-02	1.00E+00	1.90E-01
VASOPRESSIN REGULATION OF WATER HOMEOSTASIS	5	0.28	2	2.85E-02	1.00E+00	1.90E-01
INTRACELLULAR SIGNALLING THROUGH HISTAMINE H2 RECEPTOR AND HISTAMINE	5	0.28	2	2.85E-02	1.00E+00	1.90E-01
INTRACELLULAR SIGNALLING THROUGH PGD2 RECEPTOR AND PROSTAGLANDIN D2	5	0.28	2	2.85E-02	1.00E+00	1.90E-01
MITOCHONDRIAL ELECTRON TRANSPORT CHAIN	15	0.85	3	4.87E-02	1.00E+00	2.99E-01
INTRACELLULAR SIGNALLING THROUGH ADENOSINE RECEPTOR A2A AND ADENOSINE INTRACELLULAR SIGNALLING THROUGH ADENOSINE RECEPTOR A2B AND ADENOSINE	7	0.40	2	5.56E-02	1.00E+00	3.17E-01
GLUCONEOGENESIS	27	1.54	4	6.17E-02	1.00E+00	3.29E-01
MALATE-ASPARTATE SHUTTLE	8	0.46	2	7.14E-02	1.00E+00	3.57E-01
PHOSPHOLIPID BIOSYNTHESIS	19	1.08	3	8.84E-02	1.00E+00	3.94E-01
RNA TRANSCRIPTION	9	0.51	2	8.86E-02	1.00E+00	3.94E-01
GLUTATHIONE METABOLISM	10	0.57	2	1.07E-01	1.00E+00	4.27E-01
KETONE BODY METABOLISM	10	0.57	2	1.07E-01	1.00E+00	4.27E-01
GLYCOLYSIS	21	1.20	3	1.12E-01	1.00E+00	4.27E-01
HISTIDINE METABOLISM	11	0.63	2	1.26E-01	1.00E+00	4.58E-01
CITRIC ACID CYCLE	23	1.31	3	1.38E-01	1.00E+00	4.80E-01
METHIONINE METABOLISM	24	1.37	3	1.52E-01	1.00E+00	5.05E-01
NICOTINATE AND NICOTINAMIDE METABOLISM	13	0.74	2	1.66E-01	1.00E+00	5.32E-01
INOSITOL METABOLISM	19	1.08	2	2.95E-01	1.00E+00	9.09E-01
ARACHIDONIC ACID METABOLISM	37	2.11	3	3.54E-01	1.00E+00	1.00E+00
GLYCEROL PHOSPHATE SHUTTLE	8	0.46	1	3.76E-01	1.00E+00	1.00E+00
VITAMIN B6 METABOLISM	10	0.57	1	4.46E-01	1.00E+00	1.00E+00
BETAINE METABOLISM	10	0.57	1	4.46E-01	1.00E+00	1.00E+00
SPHINGOLIPID METABOLISM	15	0.85	1	5.88E-01	1.00E+00	1.00E+00
GLUTAMATE METABOLISM	18	1.03	1	6.56E-01	1.00E+00	1.00E+00
INSULIN SIGNALLING	19	1.08	1	6.76E-01	1.00E+00	1.00E+00
UREA CYCLE	20	1.14	1	6.95E-01	1.00E+00	1.00E+00
PURINE METABOLISM	45	2.56	2	7.43E-01	1.00E+00	1.00E+00
GALACTOSE METABOLISM	25	1.42	1	7.74E-01	1.00E+00	1.00E+00
GLYCINE, SERINE AND THREONINE METABOLISM	26	1.48	1	7.88E-01	1.00E+00	1.00E+00
STEROIDOGENESIS	32	1.82	1	8.53E-01	1.00E+00	1.00E+00

The report was generated on Mon Mar 7 12:36:58 2016 with R version 3.2.2 (2015-08-14). Thank you for using MetaboAnalyst! For suggestions and feedback please contact Jeff Xia ().

# Supplementary material for: Histamine signaling and metabolism identify potential biomarkers and therapies for lymphangioleiomyomatosis
**Source:** EMBO Mol Med. 2021 Aug 11;13(9):e13929. doi: 10.15252/emmm.202113929
**Supplement:** Supplementary file 7 — Source Data for Figure 4

FC18246 2018.05.11 CTRL MEF++ 025

FC18246 2018.05.11 CTRL MEF++ 025 - Imported

[Ungated] FS INT / SS INT

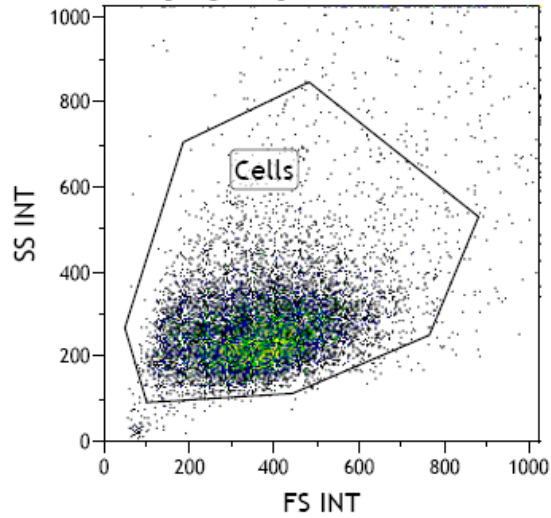

[Cells] FL2 INT / SS INT

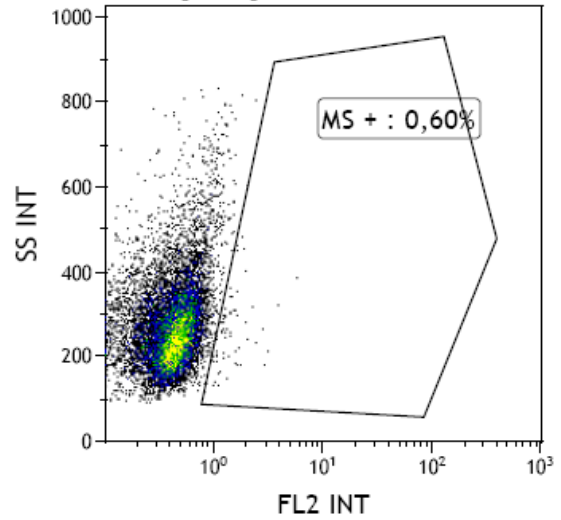

[Cells] FL2 INT

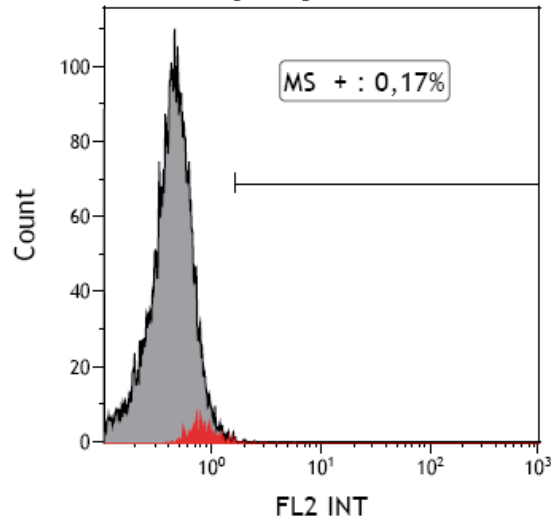

[Cells] FL1 INT / FL2 INT

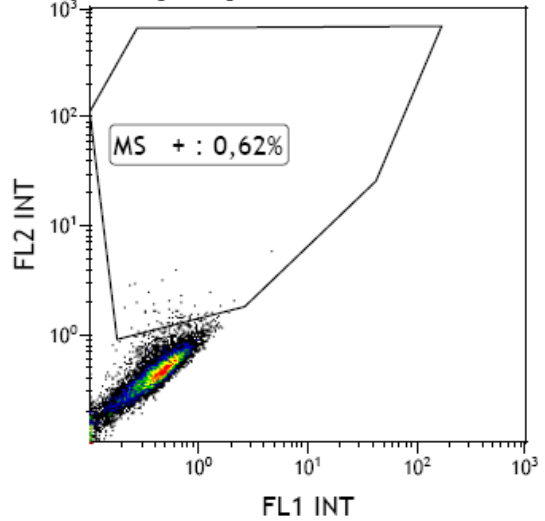

Gate %Gated X-A-Mean

All	100,00	0,47
MS +	0,17	2,49

Gate %Gated Y-A-Mean

All	100,00	0,47
MS +	0,62	1,70

FC18246 2018.05.11 CTRL MEF++ 025
FC18246 2018.05.11 CTRL MEF++ 025 - Imported

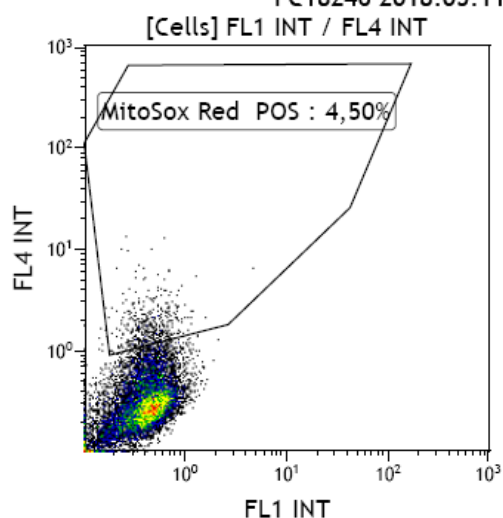

Gate	%Gated	Y-A-Mean
All	100,00	0,41
MitoSox Red POS	4,50	1,99

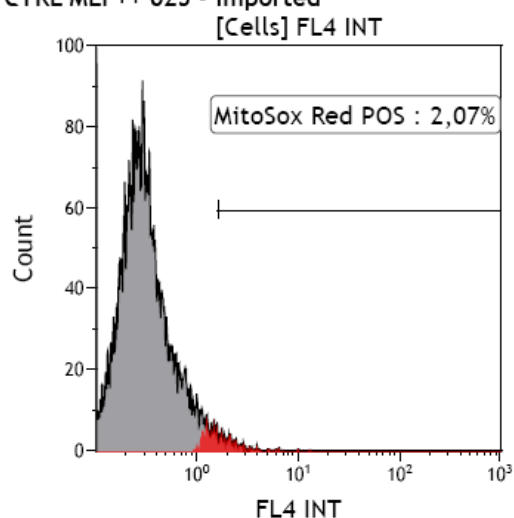

Gate	%Gated	X-A-Mean
All	100,00	0,41
MitoSox Red POS	2,07	2,76

FC18246 2018.05.11 MitoSox Red MEF++ 026

FC18246 2018.05.11 CTRL MEF++ 025 - Imported

[Ungated] FS INT / SS INT

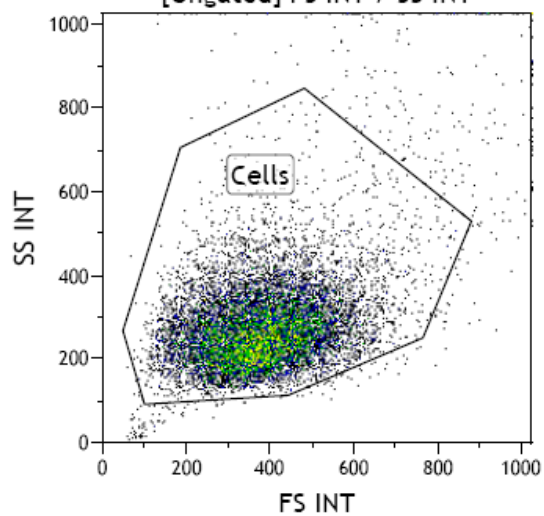

[Cells] MitoSox Red / SS INT

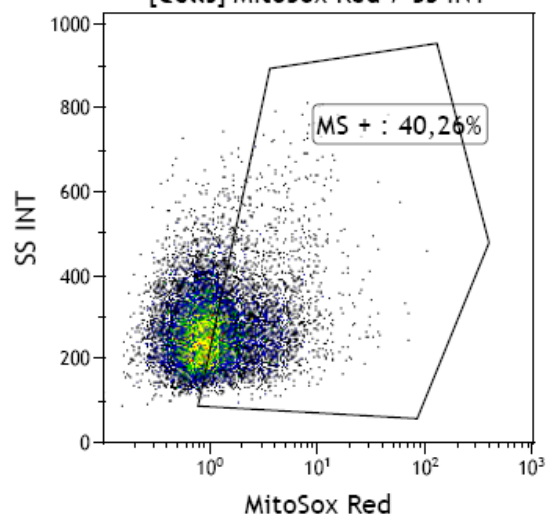

[Cells] MitoSox Red

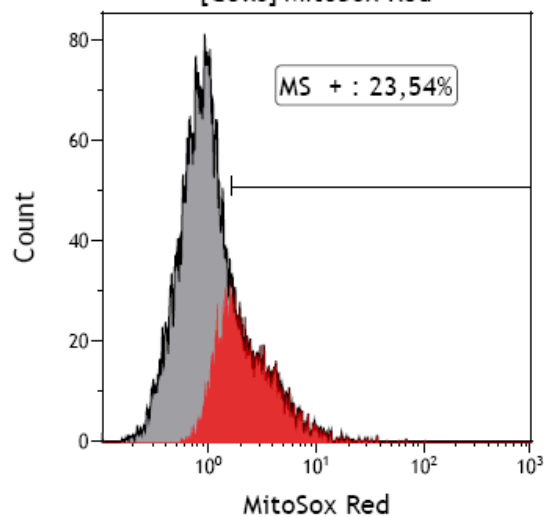

[Cells] FL1 INT / MitoSox Red

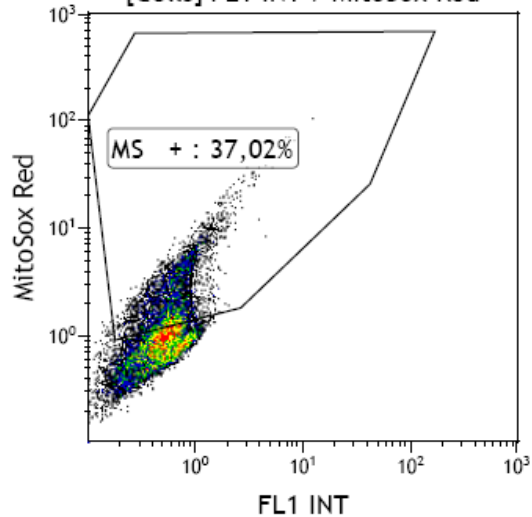

Gate	%Gated	X-AMean
All	100,00	1,64
MS +	23,54	4,16

Gate	%Gated	Y-AMean
All	100,00	1,64
MS +	37,02	3,14

FC18246 2018.05.11 MitoSox Red MEF++ 026
 FC18246 2018.05.11 CTRL MEF++ 025 - Imported

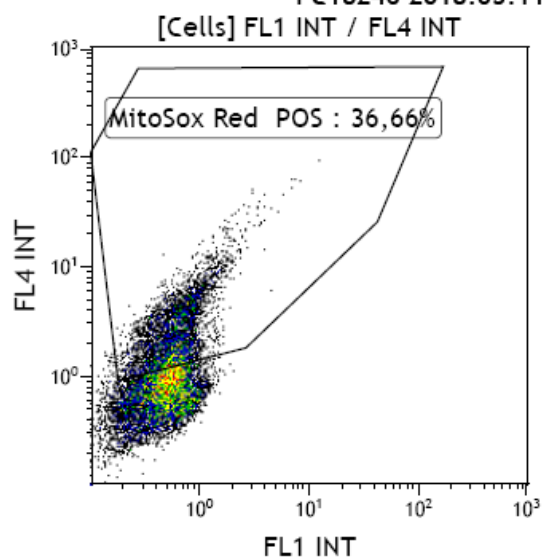

Gate	%Gated	Y-A-Mean
All	100,00	1,65
MitoSox Red POS	36,66	3,33

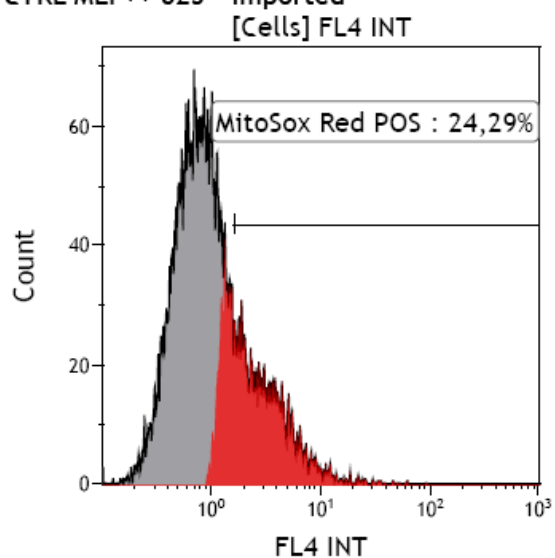

Gate	%Gated	X-A-Mean
All	100,00	1,65
MitoSox Red POS	24,29	4,34

FC18246 2018.05.11 MitoSox Red MEF-- 029

FC18246 2018.05.11 CTRL MEF++ 025 - Imported

[Ungated] FS INT / SS INT

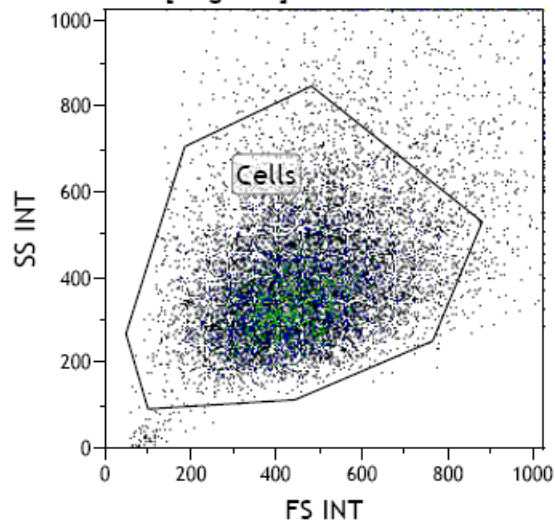

[Cells] MitoSox Red / SS INT

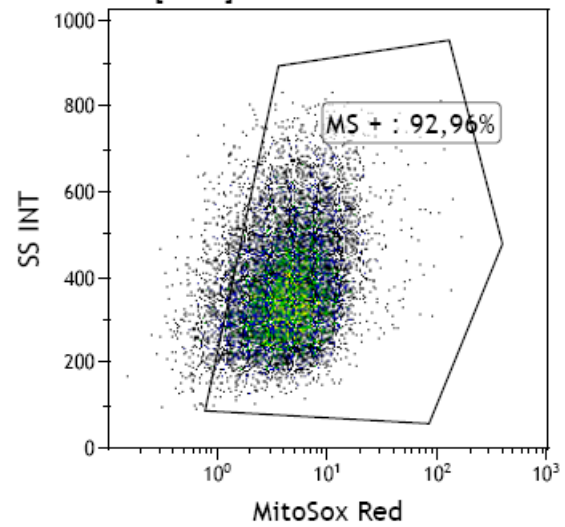

[Cells] MitoSox Red

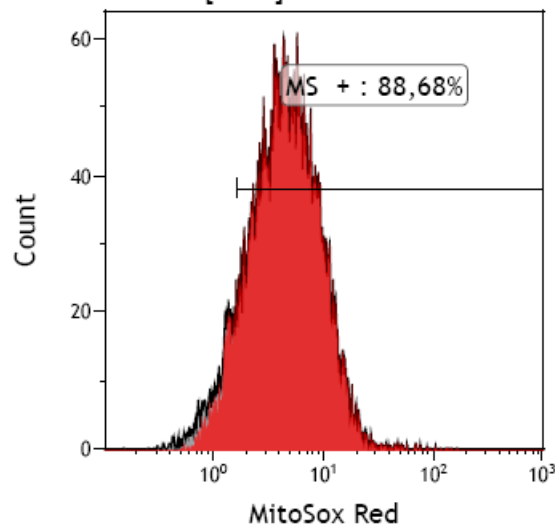

[Cells] FL1 INT / MitoSox Red

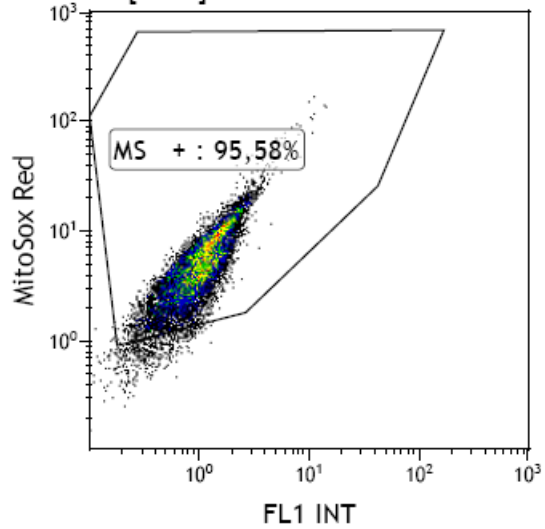

Gate %Gated X-AMean

All	100,00	5,76
MS +	88,68	6,35

Gate %Gated Y-AMean

All	100,00	5,76
MS +	95,58	5,99

FC18246 2018.05.11 MitoSox Red MEF-- 029
 FC18246 2018.05.11 CTRL MEF++ 025 - Imported

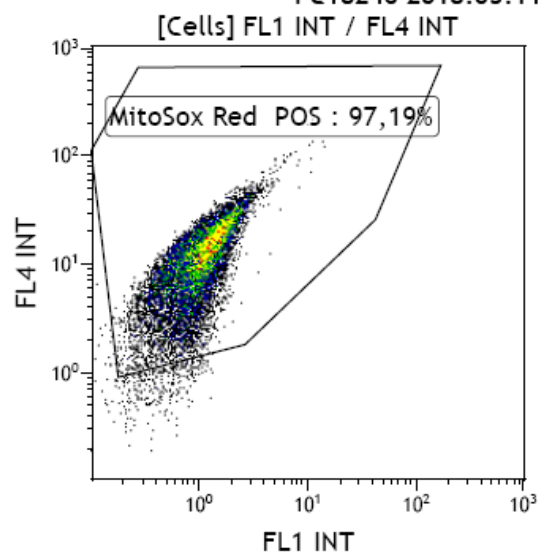

Gate	%Gated Y-A	Mean
All	100,00	12,38
MitoSox Red POS	97,19	12,71

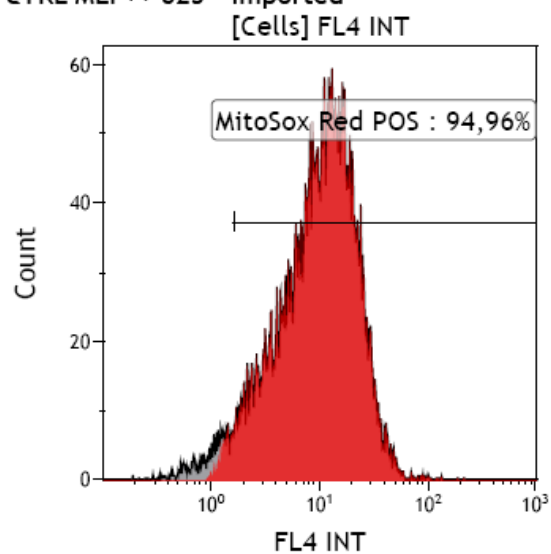

Gate	%Gated X-A	Mean
All	100,00	12,38
MitoSox Red POS	94,96	12,98

# Supplementary material for: Histamine signaling and metabolism identify potential biomarkers and therapies for lymphangioleiomyomatosis
**Source:** EMBO Mol Med. 2021 Aug 11;13(9):e13929. doi: 10.15252/emmm.202113929
**Supplement:** Supplementary file 7 — Source Data for Figure 4

FC18266 2018.05.24 CTRL MEF++ 002
 FC18246 2018.05.11 CTRL MEF++ 025 - Imported

[Ungated] FS INT / SS INT

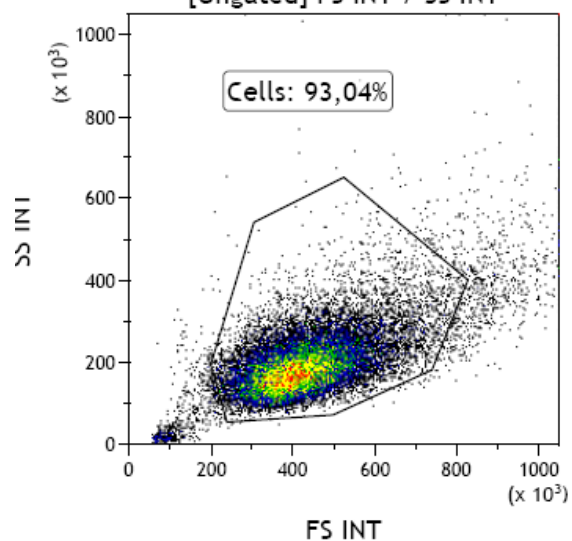

[Cells] FL3 INT / SS INT

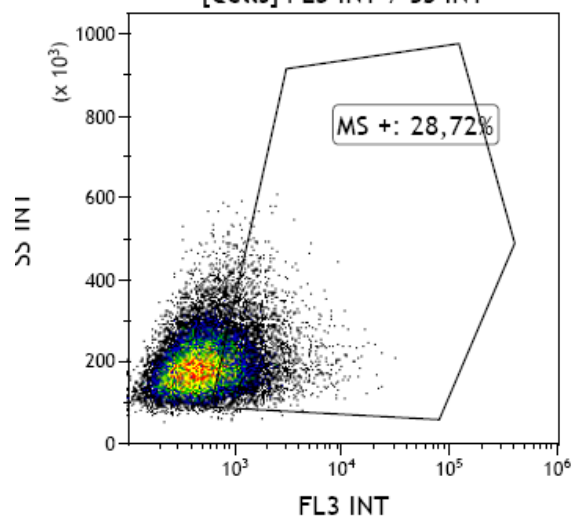

[Cells] MitoTracker Red

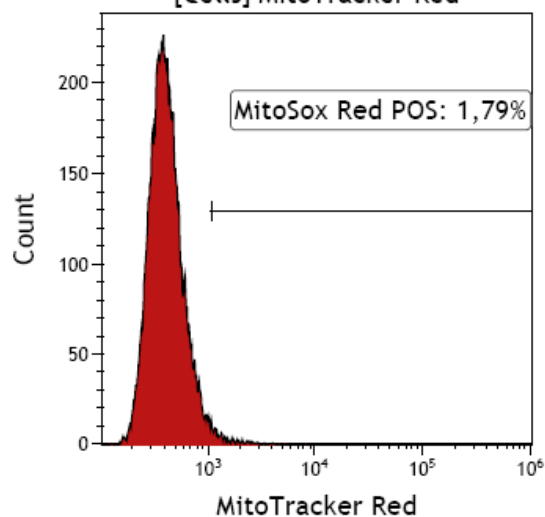

Gate	%Gated	X-Mean
All	100,00	458,41
MitoSox Red POS	1,79	1.722,45

FC18266 2018.05.24 CTRL MEF++ 002
 FC18246 2018.05.11 CTRL MEF++ 025 - Imported

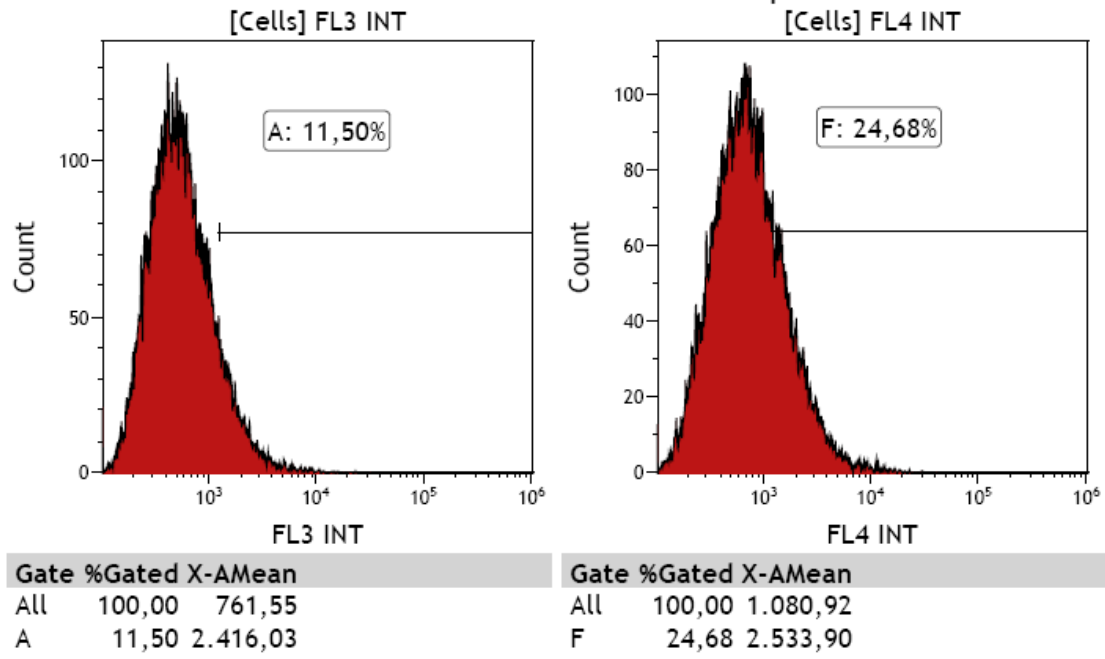

FC18266 2018.05.24 MitoTr Red MEF++ 003
 FC18246 2018.05.11 CTRL MEF++ 025 - Imported

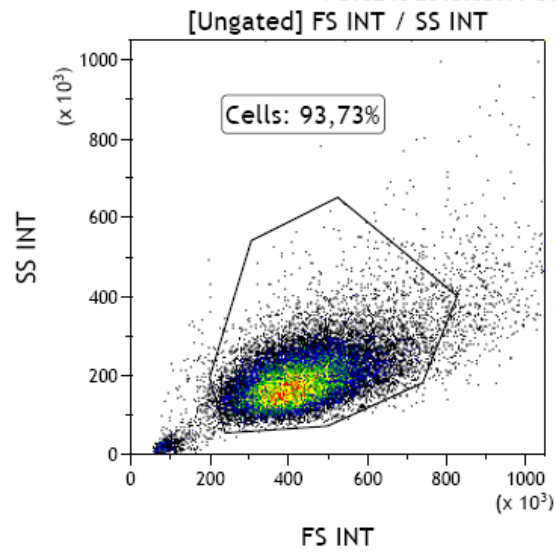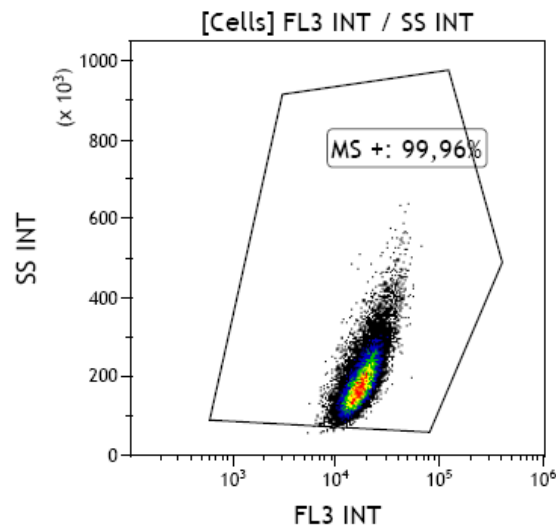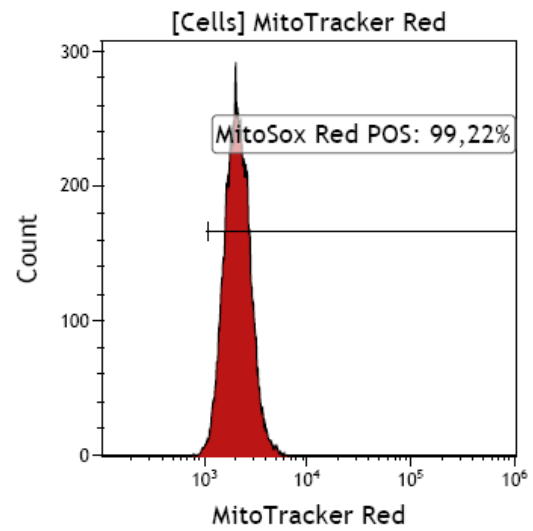

Gate	%Gated	X-Mean
All	100,00	2.213,57
MitoSox Red POS	99,22	2.223,04

FC18266 2018.05.24 MitoTr Red MEF++ 003
 FC18246 2018.05.11 CTRL MEF++ 025 - Imported

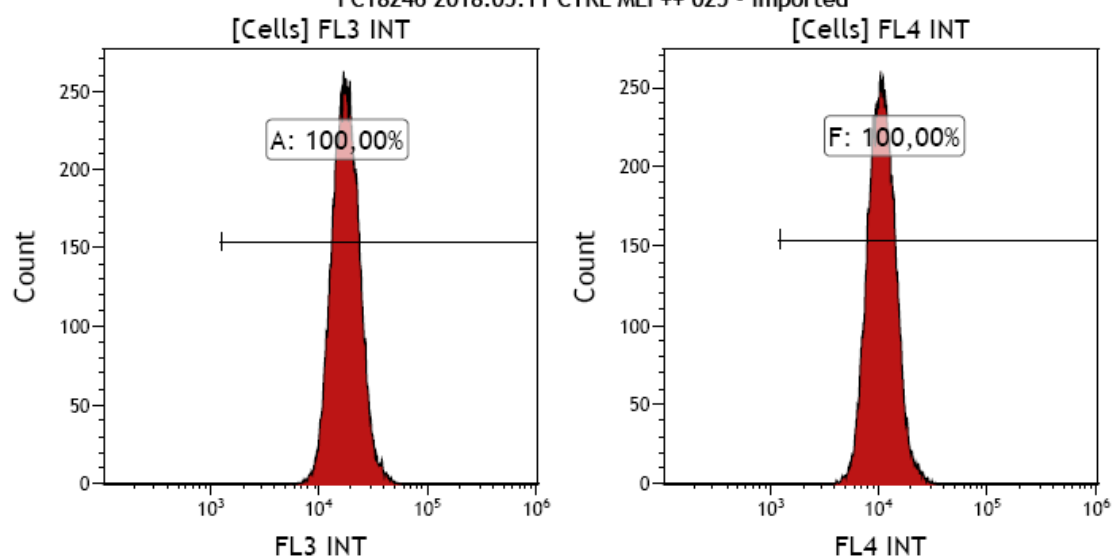

Gate	%Gated	X-AMean
All	100,00	18.582,33
A	100,00	18.582,33

Gate	%Gated	X-AMean
All	100,00	11.169,14
F	100,00	11.169,14

FC18266 2018.05.24 MitoTr Red MEF-- 006
 FC18246 2018.05.11 CTRL MEF++ 025 - Imported

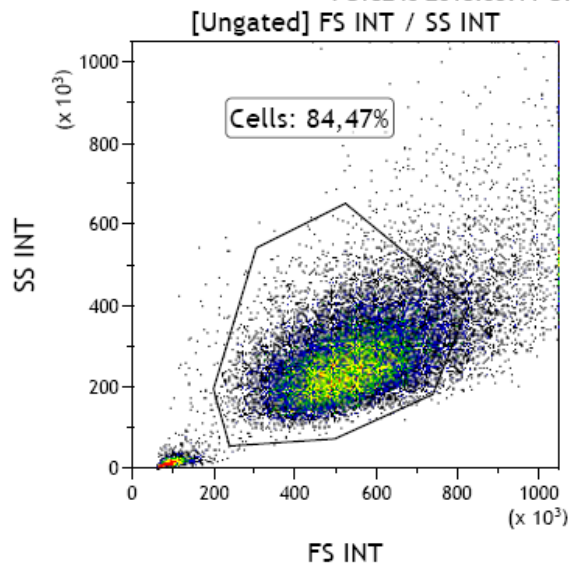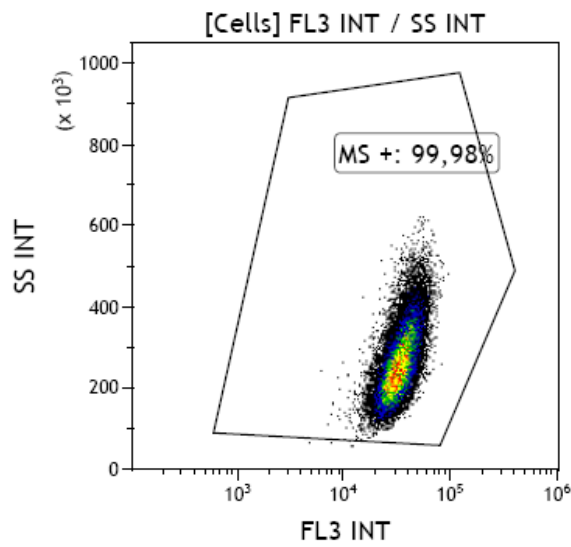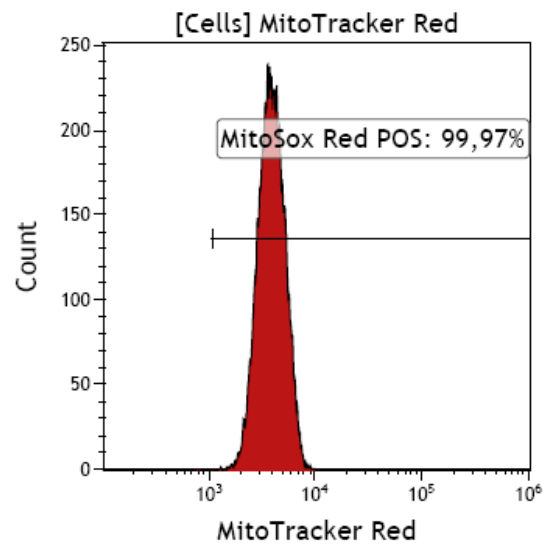

Gate	%Gated	X-AMean
All	100,00	4.074,54
MitoSox Red POS	99,97	4.075,58

FC18266 2018.05.24 MitoTr Red MEF-- 006
 FC18246 2018.05.11 CTRL MEF++ 025 - Imported

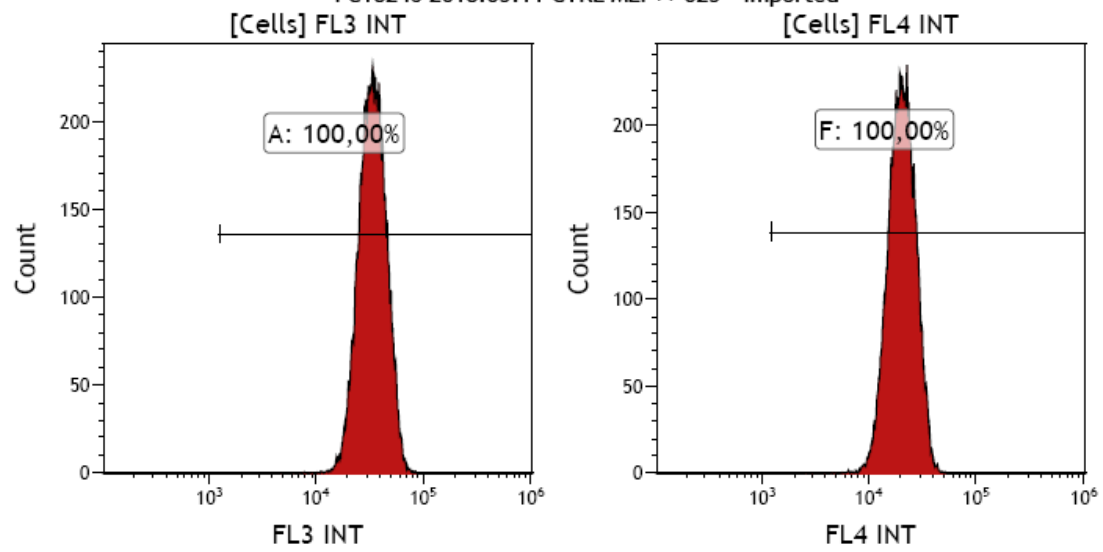

FL3 INT			FL4 INT		
Gate	%Gated	X-A-Mean	Gate	%Gated	X-A-Mean
All	100,00	35.063,05	All	100,00	21.150,31
A	100,00	35.063,05	F	100,00	21.150,31

# Supplementary material for: Histamine signaling and metabolism identify potential biomarkers and therapies for lymphangioleiomyomatosis
**Source:** EMBO Mol Med. 2021 Aug 11;13(9):e13929. doi: 10.15252/emmm.202113929
**Supplement:** Supplementary file 9 — Source Data for Figure 6

## Slide 1

105K monotherapies
Vehicle
Clorgyline
Rasagiline
Loratadine

## Slide 2

105K monotherapies
Vehicle
Clorgyline
Rasagiline
Loratadine
Rapamycin

## Slide 3

105 rapamycin combinations
Rapamycin
+Clorgyline
+Rasagiline
+Loratadine

How the deposited data were processed for this re-analysis (not part of the article)

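The 8 libraries come from 8 tumors of Tsc2-deficient 105K cells in mice, with 2 tumors for each of vehicle, loratadine, rapamycin and both drugs. By the methods of the paper, the authors trimmed single-end reads, estimated transcript expression with Kallisto on mouse mm9 and summed it to genes with tximport and Ensembl v94 annotations. The submitters' processing notes name STAR 2.4.0f1, SAMtools 0.1.18, bedtools and mm9 instead, and which tools gave the values is not settled here. The authors deposited TPM per gene and library, in a pair of tables that differ by at most 5e-07 TPM, and the first was used. Of 35539 listed genes, 9537 were at 0 in every library. The listed TPM summed to less than the full TPM total in each library. No column of the tables was left unused. TPM keeps no depth, so no interval from read counts can be given, and the precision rests on the spread between tumors. The paper tested differential expression with DESeq2, which takes counts, and counts were not used here.

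Gene names were taken from the table. A total of 60 names were empty or turned into numbers, and these genes were named by their identifier in the reference table where it holds one, and otherwise by the identifier. Of the gene identifiers, 25388 are in the NCBIM37 (mm9) annotation used for coordinates, and 14140 of the 15095 tested. Samples were grouped by treatment as the labels and the source data of Fig 6 give it, with no tumor left out. By the codes, cages B and F each held a vehicle and a loratadine tumor, which pairs these 4 tumors, and the cage was not in the models but was used as a block in an alternative for loratadine against vehicle.

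From the TPM, log2(TPM + 1) was computed and tested with limma 3.58.1 in R 4.3.3 (empirical Bayes with an intensity trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05), for genes with at least 1 TPM in at least 2 libraries. The loratadine and rapamycin effects are the terms of an additive model, with 4 libraries against 4. Pairs of treatments and the interaction come from 4 group means, which share one estimate of the spread over all 8 libraries with 4 residual degrees of freedom. Gene lists (14 on differentiation, 16 of cell type markers and 18 of processes, with 693 genes tested) were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry (with statmod 1.5.0). Benjamini-Hochberg adjustment was over the lists of a comparison. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

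Genes were named by a rule: up to 10 per direction with the largest change among genes past the threshold whose tumors of one arm all lie above those of the other, with a mean of at least 5 TPM in the higher arm, and where fewer than 5 passed, the 5 with the smallest p. Predicted genes and immune receptor segments were left out of this part. The rule adds the genes the paper names and up to 4 genes of each list. Some genes that it takes are not reported here.

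The test of single genes was tested on simulated data with 200 changed genes out of 15095. The changed genes were drawn from those with a mean of about 5 TPM or more, with noise independent between genes. At a log2 change of 1, 100 were recovered for the loratadine effect and 88 for the rapamycin effect, and 0 for each pair of treatments. At a log2 change of 2, between 141 and 149 were recovered for the pairs and 78 for the interaction. The alternatives were other pseudocounts (0.1 and 0.5), no filter or a mean of at least 5 TPM, median-of-ratios scaling, quantile normalization, limma without the trend, with robust fitting or with array weights, an adjusted p under 0.1, the second table, each library left out, other models, the side as a term, the cage as a block, and only the groups compared. A term for the adipocyte markers and the removal of predicted genes and pseudogenes were added after the data were seen. GO annotation and the Appendix figures were not used here.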

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

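The test of the share of tumor cells, and the choice of the 4 lists weighed here, came only after the result was seen. For rapamycin, 3002 genes passed, a count that was not found in the text of the paper; Appendix Fig S16 was not used here. Of 34 splits of the tumors into groups of 4, with loratadine in the model, only the real split, 1 of 34, gave as many. The highest of the others gave 2. A share of 1 of 34 is the smallest that these splits can give. The other splits had no term for rapamycin, which adds its differences to their residual spread, so chance is not excluded for this count. It was 948 without A3L, 956 without F5L, 1141 without D1L, 1240 without B1L and 1779 without F3R, 941 with the side as a term and 5218 with array weights. The tables argue against the scaling of TPM as the whole cause of the lower cell cycle, glycolysis, sterol and ATF4 lists, since their median log2 fold change was -1.53 as deposited and -1.69 after median-of-ratios scaling. T cell and blood endothelium markers moved apart by 1.62 (standard error over markers 0.25), so the other cell types did not all rise alike. A lower share of tumor cells can come with a shift among the other cells, so this comparison cannot exclude it. The larger volume at the start of rapamycin stays open, since it cannot be separated from the drug in this design. Cage cannot be separated from rapamycin either, with A, C, D and G for the tumors with it and B and F for the others. By the paper's source data, tumors with rapamycin weighed 0.06 to 0.146 g, against 0.136 to 0.492 g without it. Whether weight accounts for the lower lists was not tested. An effect of rapamycin on these genes is a hypothesis.

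Within the groups of 4 tumors with or without a drug, some tumors stood apart from the others in mean log2(TPM + 1) of cell type markers. In all 6 of 64 groups had such a tumor, and about 3.2 would by chance. Skeletal muscle fibre markers were at 4.26 in C1R, against 1.61 to 1.99 in the other tumors with loratadine and 1.27 to 1.75 in the other tumors with rapamycin. Keratinocyte markers were at 2.67 in G3L, against 1.51 to 1.70 in the other tumors without loratadine. Adipocyte markers were at 3.20 in D1L, against 1.03 to 1.20 in the other tumors without loratadine. Mast cell markers were at 4.23 in G3L, against 2.48 to 2.74 in the other tumors with rapamycin. Neutrophil markers were at 1.73 in D1L, against 2.69 to 2.85 in the other tumors with rapamycin.

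The change with loratadine differed between tumors without and with rapamycin for 1 gene, Gm49450, with an interaction of 6.05 on the log2(TPM + 1) scale (adjusted p = 0.013 from limma). An unadjusted p under 0.05 was found for 719 genes, 4.8% of those tested, below the share of 0.05 that chance alone would give. Gm49450 was above 0 only in the vehicle tumors B1L and F5L, and with any 1 of the 8 tumors left out 0 genes passed. How reads were assigned to this predicted gene was not examined, so its values are uncertain.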

How the results depend on the processing

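The term for adipocyte markers and the removal of predicted genes and pseudogenes were chosen after the data were seen. Of 350 alternative values of the counts, 263 were equal or stayed within 1.5 times, and of 15 of the correlation 14 kept its sign. Of 1024 for lists and 1735 for genes named in the text, 852 and 1643 kept direction (for lists, that of camera) and side of the threshold. The cause of a change was not tested, except that a threshold of 0.1 calls more by construction and leaving out tumors leaves fewer samples. For loratadine, the count of 0 was 1 with group means and 0 to 23 with a tumor left out (1 without B3R, 23 without G3L). For rapamycin, the count of 3002 was 5218 with array weights, 4829 at an adjusted p under 0.1, 941 with the side as a term, and 948 (without A3L) to 2863 (without C1R) with a tumor left out. For loratadine against vehicle, the count of 3 was 10 with no filter, 5 with array weights, 12 at an adjusted p under 0.1, 0 with the cage as a block, 8 with only the 2 groups, 0 without predicted genes and pseudogenes, and 0 (without B1L or F5L) to 6 (without D1L). For rapamycin against vehicle, 1790 became 589 with no filter, 315 with array weights, 3689 at 0.1, 173 with only the 2 groups, and 29 (without B1L) to 1134 (without D1L). For both drugs against vehicle, 1600 became 624, 2712 and 3515 with no filter, array weights and 0.1, and 4 (without A3L) to 2251 (without G3L). For both drugs against rapamycin, 0 became 1 with pseudocount 0.1 and 11 with no filter. The interaction count of 1 became 9 with no filter, and 0 with pseudocount 0.1, a mean of at least 5 TPM, without predicted genes and pseudogenes, or with any tumor left out (0 to 0). With an estimated correlation 0 lists passed in each comparison, and with fry 0 for each loratadine comparison. The 3 differentiation lists were 1 (without D1L) to 5 (without F5L, F3R or G3L), and 2 with no filter, a mean of at least 5 TPM, array weights, group means or the side as a term. The 4 cell type lists for loratadine were 7 with the side as a term, the 5 for rapamycin were 3 with a mean of at least 5 TPM, the 3 for loratadine against vehicle were 6 with pseudocount 0.1 and with median-of-ratios scaling and 3 to 5 with a tumor left out (5 without F5L, F3R or D1L), and the 4 for both drugs against rapamycin were 4 to 8 (8 without G3L, 7 without D1L or C1R). The correlation of the loratadine changes without and with rapamycin, 0.159, ranged from -0.187 (without D1L) to 0.381 (without G3L), with 0.0545 without A3L and 0.0949 without B3R. The epithelial list for loratadine kept a median above 0, from 0.085 to 0.93 with a tumor left out, while camera's direction turned without F5L (0.38), F3R (0.085) and D1L (0.25), as it did for the sterol list with the side as a term (0.062). Of medians that changed sign, the epithelial list for both drugs against rapamycin (-1.33 without D1L) was at 0.51 without G3L, 0.31 without C1R and 0.015 with pseudocount 0.1, mast cell markers for loratadine at 0.36 without G3L, 0.042 without C1R and 0.047 with array weights, ribosomal protein genes for loratadine at 0.0068 without D1L, and the interferon list for rapamycin at 0.0062 without D1L. With the side as a term, muscle fibre markers were at -0.12 and Snai1 at -0.39 for loratadine. A3L is the only tumor of the left side with loratadine, so this term cannot separate side from loratadine. With the adipocyte term the adipocyte list was at -0.11 and Vim at 0.24 for loratadine. That term is the mean of the adipocyte list, so the value of this list was fixed by the term and shows no dependence on processing. Fn1 for rapamycin ranged from -0.65 to 0.13 (0.13 without D1L). Of lists that did not pass, camera's direction turned for ATF4 in both drugs against rapamycin without G3L (0.30) or A3L (-0.013), with no filter and with fry (each 0.024), with -0.16 without D1L; for ribosomal proteins in loratadine against vehicle without B1L (0.17) or B3R (0.20), with no filter and with fry (each 0.064) and with quantile normalization (0.087), while this list passed as lower without F3R (-0.094, adjusted p = 0.018); and for mast cell markers in loratadine against vehicle without F5L (0.64), with median-of-ratios scaling (0.23) and with fry (0.35), with -0.033 without B1L. Further calls were lost for loratadine with a mean of at least 5 TPM (muscle fibre, adjusted p = 0.45, and fatty acid synthesis, 0.051), array weights (muscle fibre, 0.32, and mast cell, 0.17), median-of-ratios scaling (mast cell, 0.062), quantile normalization (ribosomal proteins, 0.77) and loratadine as the only term (sterol synthesis, 0.0502). For the epithelial list in both drugs against rapamycin, adjusted p was 0.064 with pseudocount 0.1, 0.19 with no filter, 0.11 with median-of-ratios scaling and 0.15 with quantile normalization. For rapamycin, fry gave adjusted p = 0.078 for NK cells, 0.082 for red blood cells, 0.086 for fatty acid synthesis, 0.16 for the respiratory chain and 0.58 for interferon, the side as a term gave 0.11 for interferon and 0.0503 for the respiratory chain, and the adipocyte term gave 0.054 for the respiratory chain. Camera has no robust option, so the lists have no such value. Pairing by cage was possible only for loratadine against vehicle, as given above, since the other cages held 1 tumor each. Depth is unknown and sets no limit that can be computed.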

Differences from the paper's values

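No RNA-seq value for these tumors and no threshold were found in the text and source data of the paper that were searched, so no pair of numbers was compared, and Appendix Fig S16 was not used here. The paper describes frequent changes in processes of differentiation and development with loratadine. Here 0 of 15095 genes passed for loratadine with limma at an adjusted p under 0.05 (1255 at an unadjusted p under 0.05), and 3 of 14 lists on differentiation and development passed with camera at the preset correlation, 0 with an estimated correlation and 0 with fry. The lists that passed were collagen matrix, mesenchymal transition and the Wnt pathway. Epithelial genes were highest in G3L, which had no loratadine (mean log2(TPM + 1) of the list 5.81). The list of epithelial junctions and keratins passed for loratadine with array weights (0.91, adjusted p = 0.00093) and without G3L (0.93, adjusted p = 1.8e-06) or C1R (0.78, adjusted p = 0.022), and for loratadine against vehicle (1.05, adjusted p = 0.0046). Settings that called genes for loratadine were leaving out B3R (1 gene) or G3L (23 genes) and group means in place of the additive model (1 gene). The GO terms behind the paper's statement were not used here.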

Other observations

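The tests of the collagen list were chosen only after the collagen result was seen, and that of fibroblast share after its own values had been seen too. Of 18 glycolysis genes, 0 passed over all genes with limma for loratadine and 6 were lower when adjusted over the list alone, with a median log2 fold change of -0.41 (camera adjusted p = 5.8e-12, and adjusted p = 0.37 with an estimated correlation and 0.31 with fry). Pfkl, a phosphofructokinase, was at 90.8 ± 32.3 TPM (SD, n = 4) with loratadine and 177 ± 92.8 TPM (SD, n = 4) without it, a log2 fold change of -0.84 (standard error 0.21, adjusted p = 0.56, and 0.032 without G3L), and Pgk1 was at -0.63 (standard error 0.19). Genes of the hypoxia response (median -0.40, camera adjusted p = 9.3e-07, and adjusted p = 0.68 with an estimated correlation) and of the ATF4 response (median -0.33, camera adjusted p = 2.8e-06, and adjusted p = 0.84 with an estimated correlation) also had lower medians, with 0 genes past when adjusted over each list alone. For loratadine against vehicle the medians were -0.80 for hypoxia and -0.66 for ATF4 (camera adjusted p = 2.0e-07 and 1.0e-09, and adjusted p = 0.51 and 0.43 with an estimated correlation). For both drugs against rapamycin they were -0.12 and 0.02 and did not pass (camera adjusted p = 0.18 and 0.83). By the paper's source data, the loratadine tumors weighed 0.155 and 0.136 g, against 0.339 and 0.492 g with vehicle. Those with both drugs weighed 0.072 and 0.146 g, against 0.102 and 0.06 g with rapamycin. Whether weight accounts for the lower medians was not tested. In the interaction, which sets the change with loratadine without rapamycin against that with it, 13 of 48 lists passed with camera at the preset correlation. With an estimated correlation (smallest adjusted p = 0.88) and with fry, 0 lists passed. The estimated correlation passed 0 lists in every comparison, so that 0 decides nothing. A difference in hypoxia or ATF4 genes is therefore neither shown nor excluded. Sterol synthesis genes had a median of 0.43 (camera adjusted p = 0.0002, and adjusted p = 0.86 with an estimated correlation), with Insig1 at 0.99 (standard error 0.24), and fatty acid synthesis genes of 0.33 (camera adjusted p = 0.028, and adjusted p = 0.86 with an estimated correlation). Cytosolic ribosomal protein genes had a median of -0.10 (camera adjusted p = 0.00019, and adjusted p = 0.90 with an estimated correlation), but of 0.06 for loratadine against vehicle, with 23 of 37 genes above 0 (camera adjusted p = 0.98), and of -0.22 for both drugs against rapamycin (camera adjusted p = 4.5e-12, and adjusted p = 0.74 with an estimated correlation). Muscle fibre markers (median 0.85, camera adjusted p = 0.023) and mast cell markers (median -0.20, camera adjusted p = 0.0034) passed as well, each with adjusted p = 0.86 with an estimated correlation. Mast cell markers had a median of 0.35 for loratadine against vehicle (camera adjusted p = 0.92) and of -0.999 for both drugs against rapamycin (camera adjusted p = 1.2e-07, and adjusted p = 0.64 with an estimated correlation), which was 0.10 without G3L (adjusted p = 0.65). The mast cell call was lost without G3L (median 0.36, adjusted p = 0.84) or C1R (0.087), and the muscle call without B3R (0.076), D1L (0.23), G3L (0.058) or C1R (0.42). The fatty acid call was lost without B1L (0.073), F5L (0.051), B3R (0.26), G3L (0.069) or A3L (0.085), and the ribosomal call without D1L (0.058). The hypoxia and sterol calls were lost with the side as a term (camera adjusted p = 0.095 and 0.94), but side and loratadine cannot be told apart in this design. The ATF4 and fatty acid calls were lost with the adipocyte markers as a term (0.58 and 0.79), which was added after the data were seen.

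Genes that the paper measures in other assays were also read in these tumors. The paper reports less Ki67 immunostaining with the monotherapies and the rapamycin combinations. Mki67 mRNA fell with rapamycin (log2 fold change -2.32, standard error 0.41, adjusted p = 0.013 from limma). For loratadine it was at 0.65 (standard error 0.41, adjusted p = 0.66) and did not pass, and the 25 cell cycle genes had a median of 0.28 (camera adjusted p = 0.27). This term pools tumors without and with rapamycin, so it is neither the monotherapy nor the combination alone. The cell cycle list had a mean log2(TPM + 1) of 5.56 (B3R) and 6.24 (F3R) with loratadine, against 5.73 and 5.66 with vehicle. With both drugs it was at 3.13 (A3L) and 4.64 (C1R), against 3.32 and 3.66 with rapamycin. The paper reports that depletion of Maoa or Hrh1 in cultured cells raised Epcam and lowered Fn1, Snai1, Vim and Twist1. For loratadine in tumors, the log2 fold change was 2.35 (standard error 1.05) for Epcam, 0.89 (standard error 0.38) for Fn1, 0.26 (standard error 0.26) for Snai1, -0.21 (standard error 0.24) for Vim and 0.94 (standard error 0.22) for Twist1, and none passed (adjusted p from 0.56 to 0.80). For rapamycin, Twist1 rose by 0.98 (adjusted p = 0.022 from limma) and Vim fell by 0.93 (adjusted p = 0.033). Epcam (1.35), Snai1 (0.52) and Fn1 (-0.28, and 0.13 without D1L) did not pass. Calls were lost in 5 of 22 alternatives for Twist1 and in 8 of 23 for Vim. With 1 tumor left out, adjusted p was 0.057 to 0.067 for Twist1 (without B1L, F5L or D1L) and 0.054 to 0.091 for Vim (without B1L, F5L, F3R, D1L, G3L or A3L). Of the genes of histamine, Hdc, which makes histamine, rose by 0.98 (standard error 0.24, adjusted p = 0.028 from limma) with rapamycin, and Maoa fell by 1.77 (standard error 0.37, adjusted p = 0.019). Their calls were lost in 8 of 22 alternatives for Hdc and in 2 of 23 for Maoa. Adjusted p was 0.051 to 0.090 for Hdc without B1L, F5L, B3R, D1L or A3L, and 0.054 for Maoa without A3L. For loratadine, Aoc1 (-0.59), Hdc (-0.37), Maoa (-0.41) and Maob (2.37) did not pass. Hrh1, the target of loratadine, was at 0.34 to 1.12 TPM and below the filter, as were Slc22a2, Slc22a3 and Aldh3a1. By the paper's source data, the 8 tumors weighed 0.339 g (B1L), 0.492 g (F5L), 0.155 g (B3R), 0.136 g (F3R), 0.102 g (D1L), 0.06 g (G3L), 0.072 g (A3L) and 0.146 g (C1R).

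The collagen list was the leading list for loratadine, with a median log2 fold change of 0.89. Of 34 splits of the tumors with rapamycin in the model, only the real one, 1 of 34, had a median as far from 0 (highest other -0.72), but the list was picked for its value. With the choice among all lists counted, 11 of 34 splits gave a smallest camera p as small (13.9 as -log10 p, highest other 25.1), so chance cannot be excluded. A larger share of fibroblasts may account for part of it, since fibroblast markers outside the list had a median of 0.54 (standard error over markers 0.25). With the side as a term the median was 0.59 (standard error over genes 0.11), above the bound set in advance, but that bound was wrong for this design, since A3L is the only tumor of the left side with loratadine, so side and drug cannot be told apart.

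For the number of genes past the threshold for loratadine, 34 of 34 splits gave as many as the real 0, which no split can fall below, so this comparison decides nothing. The highest of the others gave 10. The loratadine changes without and with rapamycin, which share no tumor, had a Pearson correlation of 0.159 and a Spearman correlation of 0.109 across 15095 genes, which are not independent replicates. Over 36 relabellings of the tumors within the pairs of groups, 20 gave a Pearson correlation as far from 0, and the range was -0.405 to 0.405. Swapping the groups of a pair only turns the sign, so each distance from 0 recurs among the relabellings. The share as far from 0 could therefore not fall under 0.05, and this comparison cannot decide on a shared change. The correlation was -0.187 without D1L, 0.381 without G3L and 0.0545 without A3L.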
